# Mechanistic Investigations of the Mitochondrial Complex I Inhibitor Rotenone in the Context of Pharmacological and Safety Evaluation

**DOI:** 10.1038/srep45465

**Published:** 2017-04-04

**Authors:** Sabrina Heinz, Alexius Freyberger, Bettina Lawrenz, Ludwig Schladt, Gabriele Schmuck, Heidrun Ellinger-Ziegelbauer

## Abstract

Inhibitors of the mitochondrial respiratory chain complex I are suggested to exert anti-tumor activity on those tumors relying on oxidative metabolism and are therefore of interest to oncology research. Nevertheless, the safety profile of these inhibitors should be thoroughly assessed. Rotenone, a proven complex I inhibitor, has shown anti-carcinogenic activity in several studies. In this context rotenone was used in this study as a tool compound with the aim to identify suitable biomarker candidates and provide enhanced mechanistic insights into the molecular and cellular effects of complex I inhibitors. Rats were treated with 400 ppm rotenone daily for 1, 3 or 14 consecutive days followed by necropsy. Classical clinical endpoints, including hematology, clinical chemistry and histopathology with supporting investigations (FACS-analysis, enzymatic activity assays) were examined as well as gene expression analysis. Through these investigations, we identified liver, bone marrow and bone as target organs amongst approx. 40 organs evaluated at least histopathologically. Our results suggest blood analysis, bone marrow parameters, assessment of lactate in serum and glycogen in liver, and especially gene expression analysis in liver as useful parameters for an experimental model to help to characterize the profile of complex I inhibitors with respect to a tolerable risk-benefit balance.

Rotenone is a lipophilic, naturally occurring compound, mainly derived from the roots and stems of *Lonchocarpus* and *Derris* species. It had been widely used as pesticide and piscicide, however was then withdrawn from the market in many countries^1^ due to its toxicity. Rotenone acts as a strong inhibitor of complex I of the mitochondrial respiratory chain (MRC). The mechanism of action (MOA) comprises inhibition of electron transfer from the iron-sulfur centers in complex I to ubiquinone, leading to a blockade of oxidative phosphorylation with limited synthesis of ATP^2^. Furthermore, incomplete electron transfer to oxygen could lead to the formation of reactive oxygen species (ROS). This rotenone-induced ROS production, with an assumed damage of mitochondria components, including mitochondrial DNA, can eventually lead to apoptosis^3^,^4^. In addition to the effects on the MRC, several studies have demonstrated that rotenone inhibits microtubule assembly independently of a specific energy-requiring step through tubulin binding, resulting in mitotic arrest and inhibition of cell proliferation^5^,^6^,^7^. Due to these MOAs and the high lipophilicity, enabling rotenone to easily cross biological membranes including the blood–brain barrier^8^, rotenone became interesting for Parkinson’s disease (PD) research. Defective mitochondrial function, especially decreased complex I activity and increased oxidative stress, has been demonstrated in a subset of patients with PD^9^,^10^. Due to their important role in neuronal polarity, axonal transport and synaptic plasticity, microtubule dysfunction may also play a role in PD progression^11^,^12^. Moreover, rotenone exposure has been shown to correlate with the occurrence of several PD-like symptoms in humans^13^. Chronic administration of rotenone has caused selective degeneration of nigral dopaminergic neurons with histopathological hallmarks of PD and PD-like locomotor symptoms in animal models^14^. Therefore, rotenone-based PD models have been developed for investigating behavioral syndromes and molecular mechanisms as well as screening novel anti-parkinsonian drugs and diagnostic methods^15^. In addition to rotenone´s neurotoxic effect, it has been suggested that rotenone has anti-carcinogenic activity. Rotenone has been known to induce apoptosis and inhibit cell proliferation of various human cancer cell lines^16^,^17^,^18^,^19^,^20^, to inhibit spontaneously and chemically induced liver tumors in mice^21^,^22^,^23^, and chemically induced colon tumors^24^ and tongue tumors in rats^25^. Despite these results suggesting a possible anti-tumorigenic activity of rotenone, its neurotoxic effects may exclude its use as an anti-carcinogenic compound. However, other complex I inhibitors such as metformin, an antidiabetic drug, have also been suggested to exert anti-tumor activity on those tumors relying on oxidative metabolism^26^. Accordingly, complex I inhibitors are of interest in oncology research. In this context we performed a systemic study in rats with rotenone as a tool compound measuring classical clinical endpoints, including hematology, clinical chemistry and histopathology, with additional supporting investigations, like FACS-analysis and enzymatic activity assays. Several of these parameters have been measured before in rotenone studies by others. We still included these to obtain quantitative results in our setting for direct comparison with those measured for the first time in our study. The focus was mainly on organs and tissues with high proliferative activity, e.g. the hematopoietic system, and with high metabolic activity, e.g. the liver. Furthermore we performed gene expression analysis to examine additional pathways and functions affected by rotenone at the molecular level. In addition to the liver, the heart and brain stem were chosen for gene expression profiling due to their high energy demand and the known neurotoxic effect of rotenone. By using this experimental design we intended to identify MOA-based biomarkers and provide enhanced mechanistic insights into the action of complex I inhibitors to improve the assessment of compounds in drug development.

## Results

### General toxicological findings

The treatment of male rats with 400 ppm rotenone through the diet (resulting in a daily intake of 52.5 mg/kg body weight) led to a reduced body weight compared to the control group. After a decrease of around 10% within the first 2 days of treatment, body weight remained constant over the 2 week study. This resulted in a 33% lower weight at terminal necropsy (14d) compared to the weight increasing control group. Correspondingly, absolute organ weights of rotenone exposed animals were significantly reduced compared to control animals, which was especially the case for liver and kidneys. For a complete overview of body and organ weights see Supplementary Fig. S1 and Table S1. Histopathological investigations indicated no changes in kidneys, heart and brain, amongst many other organs evaluated. However, liver, hematopoietic tissue and bone were identified as primary target organs by histopathological and other supporting investigations like gene expression profiling, hematology and FACS-analysis. Detailed findings are described below.

### Complex I inhibition

To determine the potency of complex I inhibition by rotenone after the different treatment durations, complex I activity was measured enzymatically in isolated liver mitochondria. Rotenone exposure induced a strong and significant decrease in complex I activity (Fig. 1), which was around 70–80% at every time point compared to the time matched control group (see Supplementary Fig. S2), indicating that the inhibition by rotenone was maintained even after isolation of the mitochondria.

### Changes in liver after rotenone treatment

Histopathological findings in the liver (summarized in Table 1) revealed a distinct loss of glycogen in hepatocytes and condensation of the cytoplasm, most noticeably after 1 and 3 days of rotenone treatment (Fig. 2B). In addition, decreased granulation of the rough endoplasmic reticulum was observed, accompanied by substantial alterations in cytoplasmic morphology. These changes were also found in the 14-day treatment group. The histopathologically observed glycogen loss was consistent with an enzymatically determined significant decrease of the glycogen content in the livers of rotenone treated relative to control animals at every time point (Fig. 2D). In addition, triglycerides (TRIGL) were significantly decreased on all measurement days (Fig. 2G), and blood glucose was decreased after two weeks (Fig. 2E), whereas blood lactate concentration was significantly increased in a time-dependent manner (Fig. 2F). Overall, this suggests a hypocaloric status induced by rotenone exposure. Together, the liver-associated alterations summarized above, and increased urea and glutamate dehydrogenase (GLDH) and decreased alkaline phosphatase (APh) levels (Fig. 2G), indicate that rotenone predominantly affects metabolic processes in the liver. For a complete overview of clinical chemistry parameters see Supplementary Table S2.

### Effects of rotenone on hematopoietic tissue

Histopathological investigations of the bone marrow in the femur and sternum showed subtle dilation and hyperemia of blood sinuses merely after 1 day of treatment. Bone marrow adipocytes started to increase after 3 days of dosing, indicating bone marrow depletion (Fig. 3B), which further increased by two weeks leading to a spongy atrophy of the marrow (Table 1 and Fig. 3C). One primary target of rotenone seemed to be erythropoiesis. In the spleen, extramedullary erythropoiesis was reduced in all animals after 3 days of treatment (Table 1). After 14 days, it was observed in all treated animals again with moderate severity, but also in three of five control animals with minimal severity. The latter may be related to the age of the animals used here, since extramedullary hematopoiesis declines with increasing age in rats^27^. FACS-analysis of femoral bone marrow indicated a significant increase in the erythroid cell lineage with a shift towards more mature forms over time (Fig. 3D–G). In addition, red progenitor cells, myeloid and lymphoid cells were significantly diminished notably after 14 days of rotenone treatment, confirming general bone marrow depletion (Fig. 3H+I).

The effects of rotenone on hematopoietic cells overall were investigated through the examination of red and white blood parameters and thrombocytes in blood. Significant increases in erythrocyte count, hemoglobin concentration and hematocrit were observed after 14 days in animals treated with rotenone compared to the control group (Fig. 3J). Moreover the number of reticulocytes was significantly decreased after 3 days in rotenone treated rats (Fig. 3H). These findings confirm the histopathological and FACS observations, revealing an effect of rotenone on erythropoiesis. For a complete overview of hematology parameters see Supplementary Table S3.

### Effects of rotenone on bone

In the femur and tibia, minor changes in the growth plate were already encountered after 3 days of rotenone treatment. Dilation of subchondral blood sinuses, a slightly reduced height of the physis and reduction of spongiosa formation in the subchondral plate indicated the beginning of growth arrest and atrophy of the growth plate. After 14 days of treatment, a distinct suppression of the proliferative and hypertrophic zone of the cartilage was visible leading to a thin growth plate, cessation of primary enchondral ossification in the subchondral plate and a decrease in subsequent secondary ossification. No regressive changes were noted, and the growth zones rather resembled those in older rats, but with less trabecular stability in the subchondral plate (Fig. 4B). These histopathological findings are summarized in Table 1.

### Gene expression analysis

Gene Expression Analysis was performed in several organs to examine pathways and functions affected by rotenone at the molecular level. 

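For the brain stem, RNA of rats fed 400 ppm rotenone or the control diet for 1, 3 or 14 days was hybridized to RTA 1.0 arrays, with 4 rats in each group and 24 arrays in all. An array measures transcript clusters, each a set of probes for a gene or for another transcribed stretch of the genome. After 1738 control probe sets were left out, 68842 clusters were analysed, of which 23446 had 1 gene symbol. The authors corrected the probe signals with GCCN and SST and condensed them with RMA, and log2 was taken here of the resulting linear intensities. Differences are rotenone minus control of the same day on the log2 scale, fitted with limma over all arrays with a mean for each group. Unless stated otherwise, p-values were adjusted over all clusters by the method of Benjamini and Hochberg. Median intensities of the arrays lay between 70.7 and 82.6, and the number of arrays limits the precision.

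Transcripts of regions next to the brain stem differed between samples of the same group. The mean log2 intensity of 16 genes typical of the cerebellum was 11.97 in control day 1 replicate 1 and 11.39 in control day 1 replicate 3. In the other 22 arrays it lay between 8.22 and 9.10. Replicates 1 and 3 are called the arrays with cerebellar transcripts below, but the others were not all free of them. Among the others, Gabra6, a gene of cerebellar granule cells, ranged from 6.13 to 10.17, the latter in control day 14 replicate 4. Genes typical of the choroid plexus, the tissue that forms the cerebrospinal fluid, had a mean of 7.02 ± 0.29 (SD, n = 4) in the controls of day 14 and of 7.72 ± 1.07 (SD, n = 4) in the treated rats of that day.

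**Figure D1:**
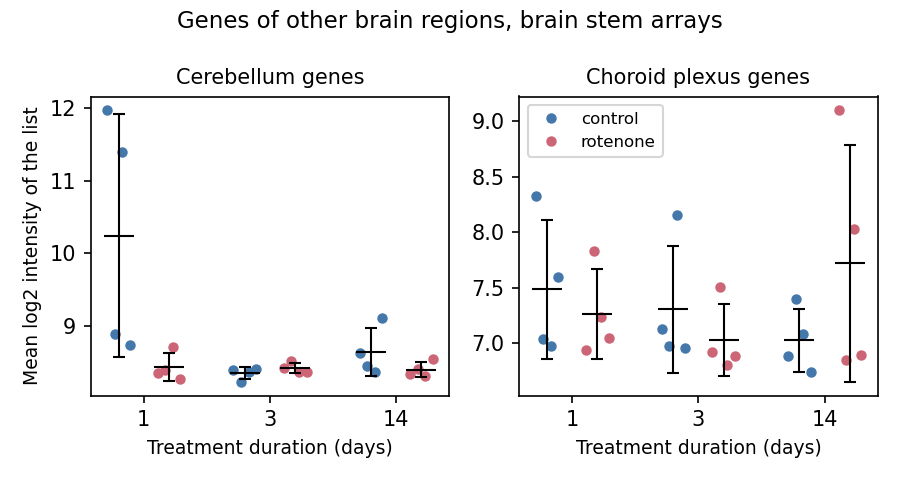
Mean log2 intensity of the genes typical of the cerebellum and of the choroid plexus in each array, by group. Control day 1 replicates 1 and 3 lie at 11.97 and 11.39 for the cerebellum genes, and the other 22 arrays between 8.22 and 9.10.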

The liver and heart were chosen due to the high metabolic activity and the high energy demand, respectively. For the brain, brainstem was selected as subregion, since it has been shown that Lewy bodies, the hallmark lesions of degenerating neurons in the brains of patients with Parkinson’s disease (PD)^28^, first appear in the olfactory bulb, medulla oblongata and pontine tegmentum, the letter two belonging to the brain stem^29^. Accordingly, in our short term study we expected gene expression changes rather in the brain stem as compared to other brain regions. 

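After 14 days of rotenone, 26 transcript clusters of the brain stem differed from the controls at an adjusted p under 0.05 from limma, 23 of them lower and 3 higher. The largest falls were those of globin genes, which encode the protein chains of hemoglobin. Hbb-b1 fell by 5.02 on the log2 scale (standard error 0.80, adjusted p = 0.020 from limma), from 14.27 ± 0.70 (SD, n = 4) to 9.25 ± 1.76 (SD, n = 4). Hba-a1 fell by 4.67 (standard error 0.75, adjusted p = 0.020 from limma), and the log2 differences of Hbbl1, Hbb-bs and Hba-a3 were -4.96, -4.50 and -4.23. The Hbb genes with Hbbl1, and likewise the Hba genes, are paralogs that may share probes. Gpr17, a receptor of oligodendrocyte precursor cells, fell by 1.19 (standard error 0.16, adjusted p = 0.0077), from 10.46 ± 0.31 (SD, n = 4) to 9.27 ± 0.17 (SD, n = 4) in the limma fit. Capn6, a member of the calpain family, fell by 1.44 (standard error 0.21, adjusted p = 0.0081). P4ha1, a prolyl hydroxylase needed for collagen, fell by 0.87 (standard error 0.13, adjusted p = 0.0094). The differences were -0.90 for the semaphorin gene Sema4d, -0.69 for Bmal1, a transcription factor of the circadian clock, -0.70 for Mpzl1 and -0.66 for Abhd15. Znf750, which encodes a zinc finger protein, rose by 0.90 (standard error 0.16, adjusted p = 0.035). Of the 24 fits that left out 1 array, Hba-a3 did not pass in 18, Sema4d in 17, Znf750 in 10 and the other genes named here in 2 to 8. Each of these genes differed from the control mean in the same direction in all 4 treated rats, without overlap between the groups (two-sided exact permutation test, p = 0.029, the smallest that 4 rats against 4 allow). Passing limma and moving in the same direction in all 4 treated rats were conditions for naming these genes, so this adds no independent support.

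P4ha1 was also lower on average over the 3 days, where it fell by 0.56 (standard error 0.074, adjusted p = 0.0098 from limma) and was below the control mean in 12 of 12 treated rats. With the means of the cerebellum and choroid plexus genes as covariates, chosen after seeing the data, it fell by 0.57 (standard error 0.087) and did not pass (adjusted p = 0.15). In all, 2 clusters passed for this average. At day 1 and day 3, 0 clusters passed limma, and 0 passed a least squares fit without moderation. At an unadjusted p under 0.05 from limma there were 5269 (7.7%) and 2182 (3.2%), where chance alone gives a share of about 0.05. For an interaction of treatment and time, 0 clusters passed limma, with 3514 (5.1%) at an unadjusted p under 0.05, and 0 passed the fit without moderation. The counts at day 3 and for the interaction therefore show no clear excess over chance. Without control day 1 replicate 4, 71 clusters passed at day 1, and without rotenone day 14 replicate 1, 5 passed for the interaction. The count at day 14 was 0 without control day 14 replicate 3, 0 without rotenone day 14 replicate 3 and 154 without control day 14 replicate 2. It was 0 when only the 8 arrays of day 14 were fitted.

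**Figure D2:**
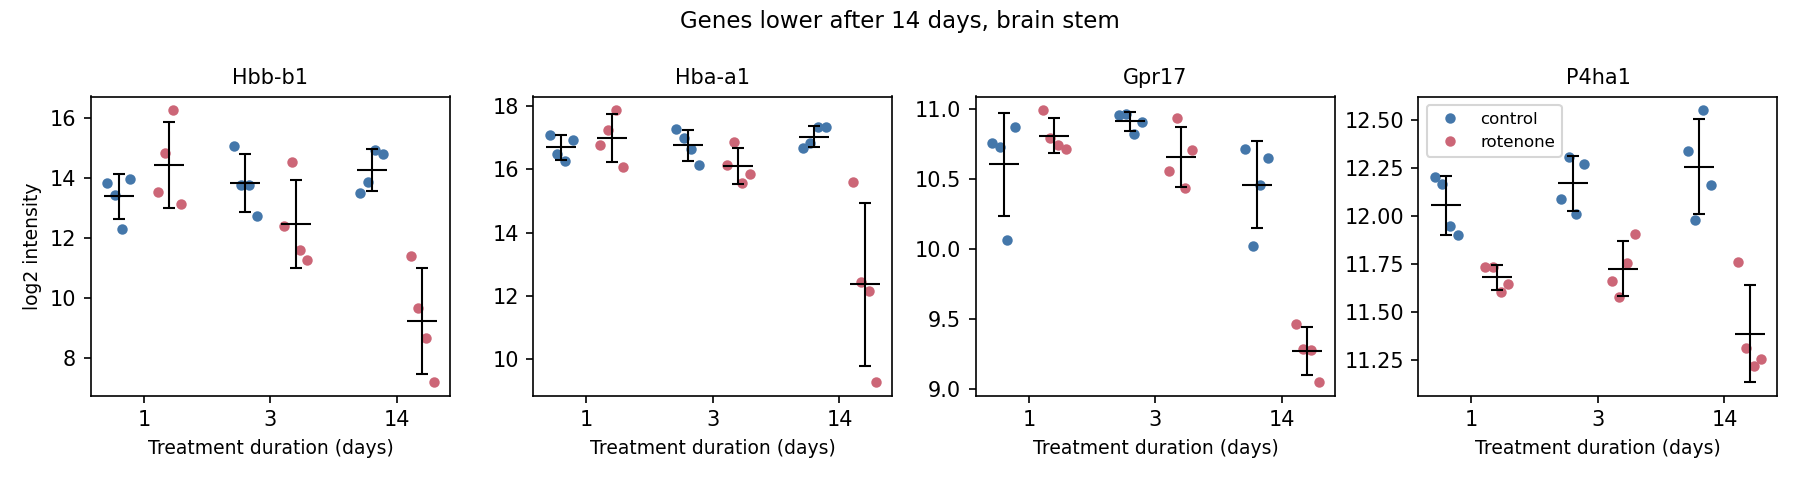
Log2 intensity in each rat for genes that differed after 14 days, by group, with the mean and SD (n = 4). Hbb-b1 lies at 14.27 in the controls and 9.25 in the treated rats of day 14, and Gpr17 at 10.46 and 9.27.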

After the analysis of the whole transcriptome, the strongest rotenone-induced effects on gene expression were observed in liver (1444 deregulated genes) compared to heart (650 deregulated genes) and brain stem (52 deregulated genes) (Fig. 5A). This finding supports the results reported above, proposing the liver as a primary target organ of rotenone. 

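With the criteria of the study, 17 transcript clusters were deregulated in the brain stem. They had an ANOVA P under 0.001 for treatment or for the interaction with time, and on at least 1 day a Kruskal-Wallis P under 0.05 and a ratio of at least 1.8 in either direction. Of these clusters, 3 were higher and 9 were lower at day 14, whereas 2 were higher and 1 was lower at day 1, and 3 were higher and 0 were lower at day 3. Genes lower at day 14 were Capn6, Gpr17, Hbbl1 and, with 2 clusters, Hbb-b1. Myh15, a myosin heavy chain gene, was higher at day 14 with a mean ratio of 1.85, and so was Znf750 with 2.00. Txnip, whose product inhibits thioredoxin, was higher at day 3 with a mean ratio of 1.83, and the odorant receptor gene Or5ak24 at day 1 with 1.94. Or5ak24 (log2 means of 3.41 in controls and 4.29 in treated rats), Myh15 (4.84 over all arrays) and Znf750 (5.31 and 6.21) lay below the median transcript of 6.24. The other 8 clusters have no gene symbol. Of the 17, 9 also passed limma at day 14. The paper's text does not say how the ANOVA factors were combined, and the count was 4 with treatment alone and 1 when treatment, time and the interaction were all required. It was 6 when the rank test took all days together, and between 9 and 34 when 1 array was left out. The paper states that the larger number of deregulated genes in liver than in heart and brain stem supports its preceding results, with which it proposes the liver as a primary target organ of rotenone.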

Only a small number of genes were deregulated in the brain stem after rotenone treatment compared to the liver and heart (Fig. 5A). For interpretation the deregulated genes were assigned to different biochemical categories and subcategories in the context of the main biological functions (a complete overview of genes assigned to such categories is given in Supplementary Table S4). The major functions (Fig. 5B–M) represented by the deregulated genes indicate, in line with the pharmacological action, increased expression levels of genes associated with mitochondrial genesis and the mitochondrial electron transport chain. Particularly genes encoding mitochondrial complex I subunits were up-regulated primarily in the liver (Fig. 5B). An increased expression of genes associated with fatty acid oxidation (Fig. 5C) and decreased expression of genes involved in fatty acid synthesis (Fig. 5D) and cell cycle/proliferation (Fig. 5E) were observed in liver and heart. Concerning the latter, genes encoding mitotic spindle components were down-regulated. Genes encoding cholesterol biosynthesis enzymes were initially down-regulated after 1 and 3 days of rotenone treatment, but were subsequently up-regulated after 14 days (Fig. 5F). However, several genes associated with bile acid synthesis were up-regulated throughout in the liver tissue (Fig. 5G). 

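In the brain stem, the metallothionein genes had higher values in all 4 treated rats than in any control rat at day 1, although 0 genes of the oxidative stress response passed the test over all clusters. Metallothioneins bind metals and are induced by oxidative stress and by glucocorticoids. Mt1 had a log2 difference of 2.05 (standard error 0.40, adjusted p = 0.47 from limma), with 9.18 ± 0.50 (SD, n = 4) in controls and 11.22 ± 0.30 (SD, n = 4) in treated rats. The differences of Mt1m and Mt2A were 1.02 and 0.87 (two-sided exact permutation test, p = 0.029 for each of the 3 genes). The controls of day 1 lay below those of days 3 and 14, with Mt1 means of 9.18, 10.49 and 10.41. The same held for Mt1m (15.8, 16.3 and 16.6) and Mt2A (14.5, 15.0 and 15.1), so the difference at day 1 depends in part on low controls. Mt1 lay between 10.9 and 11.6 in the treated rats of day 1, and single controls of days 3 and 14 reached 11.3 and 11.1. At day 14 the differences were -0.25 for Mt1, -0.59 for Mt1m and -0.53 for Mt2A, and they did not pass limma either. Txnip was higher in 12 of 12 treated rats than the mean of their controls, with log2 differences of 0.40 at day 1, 0.89 at day 3 and 0.69 at day 14. Its average of 0.66 (standard error 0.11) had an adjusted p of 0.097 from limma. It passed in 1 of 24 fits without 1 array, and it did not pass under 4 of 6 alternatives set before the data were examined. The lowest adjusted p of these fits was 0.011. Without control day 1 replicates 1 and 3, a fit chosen after the cerebellar transcripts of these arrays were seen, it had an adjusted p of 0.027.

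Of 53 genes of the oxidative stress response, listed before the data were examined, 51 were measured. Their median log2 difference at day 1 was 0.092. Over all clusters 0 were higher and 0 lower, and 3 were higher when adjusted over the list alone. Camera, the test of limma that compares a list with the remaining genes at a preset correlation of 0.01, placed the list higher at day 1 (adjusted p = 0.0072, and p = 0.25 with an estimated correlation). With an estimated correlation, 0 of 34 lists had an adjusted p under 0.05 in any comparison, and the p given with it is unadjusted. Without control day 1 replicates 1 and 3, the arrays with cerebellar transcripts, the median was -0.016 and camera gave an adjusted p of 0.78. The call also ended without control day 1 replicate 3 alone (median 0.035, adjusted p = 0.26) and without rotenone day 1 replicate 4 (adjusted p = 0.057). At day 3 the median was -0.0040, with 1 gene, Txnip, higher when adjusted over the list alone. At day 14 the median was -0.11 and camera placed the list lower (adjusted p = 0.0025, and p = 0.26 with an estimated correlation), but not after quantile normalization (adjusted p = 0.11) or with dim transcripts left out (adjusted p = 0.36).

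**Figure D3:**
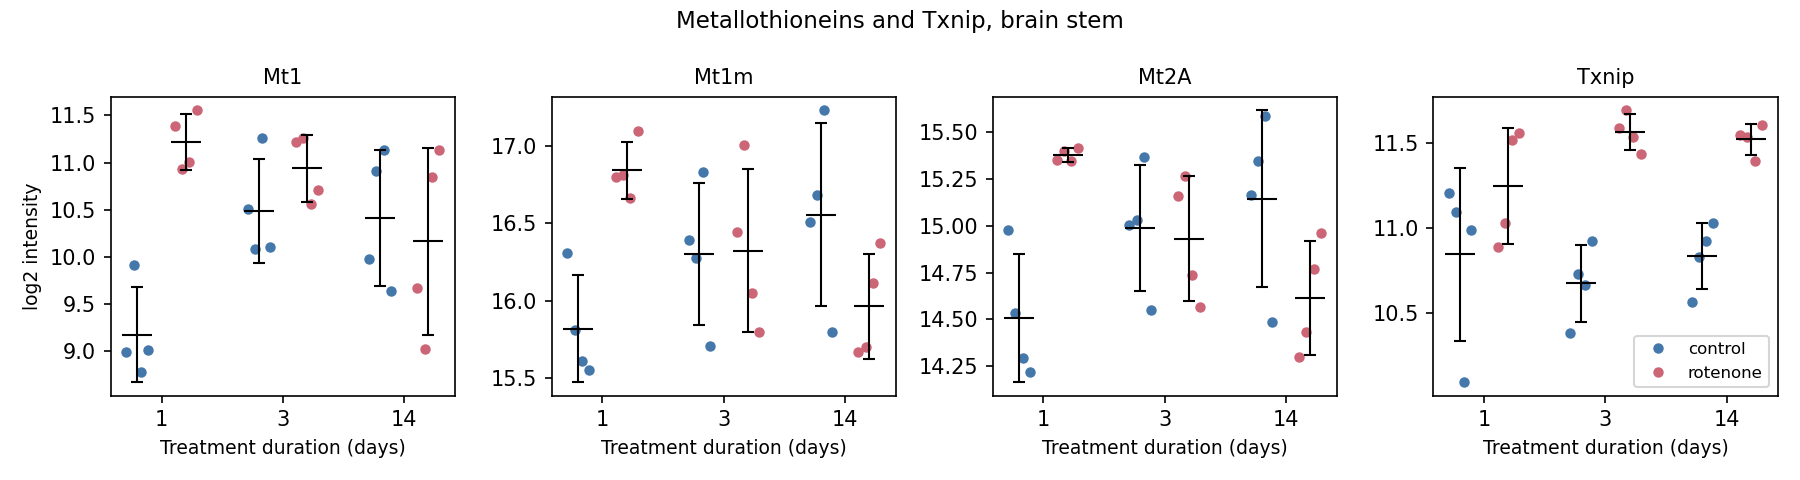
Log2 intensity of genes of the oxidative stress response in each rat, by group, with the mean and SD (n = 4). Mt1 lies at 9.18 in the controls and 11.22 in the treated rats of day 1.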

Genes known to be induced in response to oxidative stress were up-regulated in the liver, heart and brain stem (Fig. 5H). Interestingly, increased mRNA levels of the gene encoding *Sat2 (spermidine/spermine N1-acetyltransferase family member 2*), involved in degradation of the hypoxia-inducible factor 1-alpha (Hif1α) were observed in the liver at all time points. However, Hif1 target genes and *Hyou1 (Hypoxia up-regulated 1*), usually induced by hypoxia, were down-regulated (Fig. 5I). A rather unexpected down-regulation of genes encoding glycolysis enzymes in the liver and heart (Fig. 5J) and genes encoding glycogenolysis enzymes and regulators in liver were detected (Fig. 5K). In addition, the expression level of the gene encoding *GAA* (Lysosomal alpha-glucosidase), which is essential for breakdown of glycogen to glucose in lysosomes, was increased in the liver. Furthermore, genes belonging to the insulin pathway were down-regulated in the liver and heart (Fig. 5L). Interestingly genes associated with hematopoiesis and the oxygen carrier hemoglobin were down-regulated after 3 and 14 days of treatment in the liver and heart (Fig. 5M). Another interesting finding was the up-regulation of *Igfbp2 (insulin-like growth factor binding protein 2*) mRNA after all durations of treatment and the down-regulation of *Igf1 (insulin-like growth factor 1*) mRNA after 3 and 14 days. These two genes play a role in bone formation. Further implications of the gene deregulations described above will be discussed below.

## Discussion

Rotenone acts as a strong inhibitor of the mitochondrial complex I. The resulting incomplete electron transfer within the MRC leads to ATP depletion and in turn promotes the formation of ROS and thereby induces oxidative stress and apoptosis in cells^2^,^3^. Moreover, rotenone can inhibit microtubule assembly through binding to tubulin leading to the inhibition of cell proliferation^7^.

In oncology drug research mitochondrial metabolism has recently evolved as a target for cancer therapy, especially for tumors relying on oxidative metabolism^26^, with complex I suggested as one possible site of action. Since rotenone has also shown anti-carcinogenic activity in several studies^21^,^22^,^23^,^24^, the aim of the present study was to identify biomarker candidates and provide enhanced mechanistic insights into the molecular and cellular effects of complex I inhibitors after *in vivo* treatment, using rotenone as a tool compound. Therefore rats were exposed to 0 or 400 ppm rotenone through their diet up to 14 days and various parameters including gene expression profiling were examined. Three target organs, liver, bone marrow and bone, were identified through these investigations.

### Rotenone triggers a hypocaloric status

Complex I inhibition by rotenone was confirmed in the liver through measurement of complex I activity in isolated mitochondria after 1, 3 and 14 days of treatment. Gene expression analysis in liver revealed increased expression of mRNAs encoding proteins associated with mitochondrial genesis and the mitochondrial electron transport chain, especially of those encoding complex I subunits, after rotenone treatment. This could be a feedback reaction to complex I inhibition by rotenone, likely leading to reduced mitochondrial energy supply. It is proposed that this reduced supply was partially responsible for the weight loss within the first 2 days and the subsequent constant but not increasing body weight development observed during the 14 day treatment period.

Additionally, in the liver, heart and brain stem a number of genes involved in oxidative stress responses were up-regulated. This was potentially caused by an increase in the formation of ROS upon incomplete electron transfer due to the inhibition of complex I activity by rotenone, as previously described^4^. 

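Supplementary Table S4 assigns genes to an oxidative stress response, and the part of its liver sheet used here holds the first 1162 of the paper's 1444 genes. The genes it assigns there were also read in the brain stem, after their liver ratios had been seen. Apart from the metallothioneins, the largest log2 difference at day 1 among those measured was that of Cdkn1a, an inhibitor of the cell cycle, with 0.54 (standard error 0.20, adjusted p = 0.54 from limma). The aldehyde oxidase gene Aox4 and the biliverdin reductase gene Blvrb had differences of -0.017 and 0.090 at day 1, and 0.12 and 0.0014 at day 14. The difference of Ptgr1, a reductase of prostaglandins, was 0.19 at day 1, 0.20 at day 3 and 0.025 at day 14. The ferritin light chain gene Ftl1 and the chaperone gene Hspa8 had differences of -0.33 and -0.032 at day 14. None of these genes passed limma on any of the 3 days.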

In parallel, increased expression of the gene encoding *Sat2 (spermidine/spermine N1-acetyltransferase family member 2*), which plays a role in the degradation of hypoxia-inducible factor 1-alpha (Hif1α), was observed in the liver of rotenone treated rats. In addition, expression of Hif1 target genes e.g. *Lox (lysyl oxidase*) and *Loxl2 (lysyl oxidase-like 2*) and the gene *Hyou1 (Hypoxia up-regulated 1*), usually induced by hypoxia, was decreased. Hif1 is a heterodimeric transcription factor consisting of two subunits Hif1-α and Hif1-β and regulates cellular responses to low oxygen. Under normoxic conditions, Hif1-α is hydroxylated by oxygen-dependent prolyl hydroxylases (PHD) leading to its degradation via ubiquitination. Under hypoxic conditions, PHDs are inactive, thus Hif1-α becomes stabilized, dimerizes with Hif1-β and can induce transcription of its target genes^30^,^31^,^32^,^33^. Although activation of Hif1 in the context of hypoxia is suggested to be induced by mitochondrial ROS formation^34^,^35^, complex I inhibitors, including rotenone, have been known to inhibit the Hif1-pathway even under hypoxic conditions^26^,^36^,^37^. This might be explained by reduced O_2_ consumption in mitochondria with an increase in cytosolic oxygen levels due to complex I inhibition and subsequent reduced electron transport chain activity. This could result in greater availability of oxygen for PHDs, in turn leading to Hif-1α degradation.

This apparent reduced energy supply may also be responsible for other findings in liver. Histopathological investigations and direct glycogen measurements indicated early loss of liver glycogen within the first 3 days. Rotenone-treatment induced liver glycogen depletion was observed previously by others^38^. From these observations one may expect increased glycogenolysis leading to the release of glucose into the bloodstream, allowing energy generation through the glycolysis pathway. However, gene expression analysis showed mostly decreased expression of genes encoding proteins participating in glycogenolysis. This could potentially be explained by a negative feedback reaction resulting from the earlier increased degradation of glycogen. An exception to the mostly decreased expression of genes encoding glycogenolysis-associated proteins was an increased hepatic expression of the gene for *GAA* (Lysosomal alpha-glucosidase). *GAA* is essential for the breakdown of glycogen to glucose in lysosomes, suggesting all available resources of glycogen were utilized. Lactate, which is a component in the glycogen-glucose metabolic network, was increased in the blood after rotenone administration. Gene expression deregulation in this context indicated decreased expression of genes coding for proteins involved in the insulin pathway and for glycolytic enzymes in the liver and heart. Downregulation of glycolysis may be explained by feedback regulation to high blood lactate levels to avoid severe lactic acidosis. Blood glucose levels were only slightly reduced after two weeks of treatment presumably due to a tight regulation by the rat to maintain stable blood glucose levels. Further, the rat is able to avoid hypoglycemia through the modulation of metabolic pathways that generate glucose from other resources including the breakdown of glycogen, proteins, and lipids. This suggests the metabolic regulation network is supported by results from other blood parameters including increased urea and decreased triglyceride levels potentially resulting from increased protein and lipid/fatty acid degradation, respectively. The latter is supported by the increased expression of genes encoding fatty acid oxidation enzymes in the liver and heart. The decreased expression levels of genes coding for proteins involved in cell proliferation and fatty acid synthesis at all time points in liver and heart, may potentially represent a response to reduced mitochondrial energy supply overall, to avoid not acutely required energy consuming processes. This includes e.g. the mRNA for *Srebf1 (Sterol regulatory element binding transcription factor 1*), which is the major regulator of fatty acid enzyme gene transcription.

With respect to cholesterol biosynthesis, the expression of genes encoding the corresponding enzymes were decreased after 1 and 3 days, but then increased after 14 days of rotenone treatment. However, genes encoding bile acid synthesis enzymes were increased at all time points analyzed. This may be explained by stimulated increased synthesis of bile acids required as emulsifiers for dietary lipids in the intestine, leading to decreased cholesterol levels, in turn activating cholesterol synthesis at the later time point. Supporting evidence for this mRNA levels encoding *Srebf2 (Sterol regulatory element binding transcription factor 2*), the major regulator of cholesterol synthesis gene transcription, were increased at the 14 day time point. In addition, increased mRNA levels were also seen for the gene encoding the key enzyme of cholesterol biosynthesis *Hmgcr (3-hydroxy-3-methylglutaryl-CoA reductase*), and others of this biosynthetic pathway.

### Rotenone causes bone marrow atrophy and influences erythropoiesis

Depletion of the bone marrow as observed by histopathological analysis of the femur and sternum, started already after the first day of treatment, leading to marked atrophy after 2 weeks. Furthermore, FACS investigations showed a decrease of red progenitor cells, myeloid and lymphoid cells especially after 14 days of treatment, confirming general bone marrow depletion. Bone marrow atrophy was also observed after 13 weeks of oral rotenone administration of 300 ppm up to 1200 ppm through the diet in the NTP technical report (1988)^39^.

Further, rotenone treatment had distinct effects on erythropoiesis, leading to decreased extramedullary erythropoiesis in the spleen, as detected histopathologically. FACS-analysis indicated increased numbers of erythroid cells in femoral bone marrow with a shift towards more mature forms over time. This shift to more mature erythroid stages in the bone marrow was paralleled in peripheral blood by an increase in red blood parameters (Ery, Hb, Hct) at the later time point, and a decrease of the number of reticulocytes, i.e. early immature erythroid cells, already on day 3 after rotenone treatment, in line with and as an indicator for the developing bone marrow depletion. In parallel to reduced numbers of reticulocytes, gene expression analysis showed decreased expression of genes encoding isoforms of the oxygen carrier hemoglobin in the heart and liver tissue. Further, decreased expression of genes involved in hematopoiesis mainly in the heart after 3 and 14 days, was observed. This likely reflects rotenone-induced processes in blood circulating through these organs.

Together, these results suggest a significantly impaired generation of hematopoietic cells. In general, hematopoietic tissue has a strong energy demand due to its high proliferative activity. Therefore mitochondrial complex I inhibition by rotenone leading to decreased energy supply could be a likely reason for bone marrow depletion. The additional inhibitory effect of rotenone on microtubule assembly^5^,^6^,^7^ may also be involved in some of the observed effects, leading to mitotic arrest and inhibition of cell proliferation of these rapidly dividing cells. Previously, diminished pyrimidine synthesis was discussed as a potential reason for ineffective hemopoiesis after rotenone treatment^40^ with the resulting depletion of nucleotides leading to reduced cell division and proliferation. In this context we observed increased mRNA levels of the gene encoding uridine phosphorylase 2 (*Upp2*) in the liver, which is involved in the salvation pathway of pyrimidine bases for nucleotide synthesis. Although not analyzed by gene expression, such genes may also be deregulated in hematopoietic tissue and may contribute to ineffective hemopoiesis. Furthermore, the assumed inhibition of the Hif1-pathway by rotenone, as described above, could be involved in bone marrow atrophy, as Hif1 is required for maintenance of the hematopoietic stem cell pool. Thus, deletion of Hif-1α promotes the differentiation and exhaustion of hematopoietic stem cells^41^.

The acute transient increase in erythrocytes may furthermore be explained as a feedback reaction to eryptosis. This particular form of apoptosis seen only with erythrocytes can be induced by oxidative stress and energy depletion^42^, both known effects of rotenone. In addition, treatment of erythrocytes with rotenone *in vitro* leads to eryptosis^43^. However, no increase in bilirubin, a breakdown product of eryptosis, was observed in the blood in the present study. Thus, the significance of eryptosis for our observations remains unclear. Although this potential mechanism has been insufficiently characterized and does not fit completely with all observations made in this study, it can be summarized, that after the onset of treatment, an acute mobilization of red blood cells occurs, followed by the development of severe bone marrow depletion. These events can be explained by both known MOAs of rotenone, i.e. inhibition of complex I activity and of microtubule assembly.

### Rotenone treatment leads to bone growth suppression

In the femur and tibia, suppression of bone growth could be observed starting after 3 days of dosing and increasingly over the 2-week study period. The growth arrest became evident in the proliferation and hypertrophic zones of the epiphyseal growth plate. This could be caused by the observed bone marrow atrophy due to the fact that osteoblasts and osteoclasts, both required for bone remodeling, are differentiated from bone marrow cells. Osteoblasts, which are essential for bone reassembly, develop from bone marrow mesenchymal stem cells^44^,^45^. Additionally, osteoclasts, crucial for bone disassembly, are differentiated from macrophage precursors in the hematopoietic lineage in response to the cytokine Receptor Activator of NF-κB Ligand (RANKL)^46^. In this context, direct inhibition of osteoclast differentiation through down-regulation of RANKL is described for rotenone *in vitro*^47^.

Another potential reason for the rotenone-induced bone growth suppression in our study could be an induction of *Igfbp2 (insulin-like growth factor binding protein 2*), which was detectable in our gene expression data at all three time points, with highest levels after 14 days of treatment., Moreover, *Igf1 (insulin-like growth factor 1*)-mRNA was down-regulated after 3 and 14 days. It has been shown, that overexpression of *Igfbp2* reduces bone mass in growth hormone transgenic mice^48^. In addition, Jehle *et al*.^49^ observed a positive correlation between high serum levels of IGFBP-2 and bone loss in women and men. Furthermore, Amin and colleagues (2004)^50^ reported that serum IGFBP-2 levels were inversely associated with bone mass in humans. Conversely, proliferation and differentiation of growth plate osteoblasts and chondrocytes could be stimulated by IGF-I^51^,^52^,^53^. Hence, a reduced bone density could be shown in IGF-I-knockout-mice^54^. Moreover, it has been considered that IGFBP-2 is a negative regulator for IGF-I-induced bone formation^55^. Thus, our observations, i.e. induction of *Igfbp2* mRNA and reduction of *Igf1* mRNA, suggest involvement of these gene deregulations in bone growth suppression. Other than this, the growth arrest in the proliferation zone in our study could also simply be explained with an overall growth reduction as a response to reduced energy storage, e.g. fat and glycogen.

The fibroblast growth factor 21 (FGF21)-pathway may represent a further mechanisms for negative regulation of bone mass, as it has previously been involved in the inhibition of osteoblastogenesis and enhancement of marrow adipogenesis^56^. *FGF21* expression is induced in the liver through PPARα activation^57^,^58^ and in white adipose tissue through PPARγ activation^59^,^60^,^61^. Further, Kim *et al*.^62^ demonstrated the ability of rotenone to induce *FGF21 in vitro* due to the stress response associated with ROS production^62^. However, our gene expression analysis in the liver, although exhibiting up-regulation of *PPARα* mRNA after one day of rotenone treatment, did not reveal increased expression of *FGF21* mRNA. The idea that *PPARy* mediated *FGF21* expression is induced by rotenone within adipose tissue can be neither assumed nor ruled out and would warrant further investigation.

### Administration of rotenone through the diet did not lead to obvious neurotoxicity

The high lipophilicity of rotenone enables it to cross all biological membranes easily, including the blood-brain barrier^63^. Nevertheless, histopathological investigations of the whole brain, which was sampled and processed according the STP Position Paper by Bolon *et al*.^64^ to identify the different brain regions, including substatia nigra^64^, could not detect rotenone-induced neurotoxicity in our study, as previously described for other rotenone studies. 

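After 14 days, 134 clusters were higher and 174 were lower in the brain stem at an unadjusted p under 0.001 from limma. At day 1, 79 clusters were higher and 66 were lower at this level, at day 3, 32 were higher and 12 were lower, and on average over the days 171 were higher and 114 were lower. Chance alone gives a share of about 0.001 of the 68842 clusters at this level, and the total of 44 at day 3 lies below that. Beyond the largest falls at day 14, Fkbp4, a co-chaperone of Hsp90, fell by 0.46 on the log2 scale (standard error 0.084, adjusted p = 0.045 from limma), and it did not pass in 18 of the 24 fits that left out 1 array. Genes without a symbol were among those that rose, with log2 differences of 0.77 for TC0700002709.rn.1 and 0.65 for TC0600000030.rn.1. At day 1 the gene with the smallest p, Tmem132b, a transmembrane protein gene, had a difference of 0.53 (standard error 0.097, adjusted p = 0.47 from limma). On average over the days, Plce1, a phospholipase gene, and Edn1, which encodes endothelin 1, had differences of 0.28 and 0.47 and were higher in 12 of 12 treated rats (adjusted p = 0.097 and 0.15 from limma).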

Further, gene expression analysis in brain stem identified a small number of genes with increased expression levels. A subset of these genes are known to be involved in an oxidative stress response which may be related to neurotoxicity. This rather weak effect in the brain in our study may be explained by the administration method used. 

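Lists of genes typical of the cells of the brain were compared between treated and control rats. Of 10 genes of oligodendrocyte precursors, 1 was lower at day 14 over all clusters, which was Gpr17, and 2 were lower when adjusted over the list alone. Their median log2 difference was -0.23 (camera, adjusted p = 2.4e-05, and p = 0.0053 with an estimated correlation, a call lost there at an adjusted p of 0.18). Among 21 genes of oligodendrocytes and myelin the median was -0.19 at day 14, with 0 lower over all clusters and 1 adjusted over the list alone. Camera placed this list lower (adjusted p = 0.0014, and p = 0.32 with an estimated correlation), but not when dim transcripts were left out (adjusted p = 0.084). The 20 genes of astrocytes had a median of -0.19 at day 14, with 0 lower over all clusters and 0 adjusted over the list alone (camera, adjusted p = 0.0025, and p = 0.097 with an estimated correlation). Endothelium and pericytes had a median of -0.24, with 0 lower over all clusters and 0 adjusted over the list alone (camera, adjusted p = 2.1e-04, and p = 0.13 with an estimated correlation). The lists were not tested against each other. Choroid plexus and ependyma had a median of 0.54, with 1 gene higher adjusted over the list alone (camera, adjusted p = 3.5e-04, and p = 0.15 with an estimated correlation), a call that ended without rotenone day 14 replicate 1 (median 0.27, adjusted p = 0.14).

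For microglia and macrophages, the immune cells of the tissue, the median of 23 genes was 0.20 at day 1 (camera, adjusted p = 1.8e-04, and p = 0.089 with an estimated correlation). Without 1 array this median lay between 0.092 and 0.25, and the call held in all 24 fits. However, 24 of 35 splits of the day 1 arrays, the real one included, called at least as many lists as the real 10. Chance is therefore not excluded for the number of lists called at day 1. The median was 0.089 at day 3 and -0.089 at day 14 (camera, adjusted p = 0.032 and 0.010, and p = 0.28 and 0.26 with an estimated correlation), and with dim transcripts left out the list was not lower at day 14 (adjusted p = 0.36). The call at day 3 ended without control day 3 replicate 1 or 3 or rotenone day 3 replicate 2 or 3 (adjusted p from 0.13 to 0.33). Of 23 genes of dopaminergic and other monoaminergic neurons, 0 were lower at day 1 over all clusters and 2 were lower when adjusted over the list alone. These were Slc18a2, the vesicular transporter of monoamines, and Nr4a2, a transcription factor of dopaminergic neurons, with log2 differences of -0.84 and -1.21. Nr4a2 is also in the list of the immediate early response, which camera placed lower at day 1 too. The median of the monoaminergic list was -0.15 (camera, adjusted p = 0.0095, and p = 0.038 with an estimated correlation, where the adjusted p was 0.61). This call also ended without control day 1 replicate 3 (adjusted p = 0.098) or rotenone day 1 replicate 3 (adjusted p = 0.052). The median of 15 Parkinson disease genes was 0.021 at day 1, -0.0077 at day 3 and -0.060 at day 14, and that of 24 genes of apoptosis and p53 was 0.065, -0.021 and -0.092. Camera called neither list on any day with all arrays as deposited. At day 14 the Parkinson disease genes were called lower without rotenone day 14 replicate 1 (adjusted p = 0.034) and with centred arrays (adjusted p = 0.047), and apoptosis and p53 without that array (adjusted p = 0.046) or control day 14 replicate 4 (adjusted p = 0.039). At day 1 apoptosis and p53 were called higher without control day 1 replicate 2 (adjusted p = 0.048). In fits chosen after seeing the data, the Parkinson disease genes were lower at day 1 without the arrays with cerebellar transcripts (-0.057, adjusted p = 0.048) and with the covariates (-0.093, adjusted p = 0.011), and with the covariates both lists were lower at day 14 (adjusted p = 0.032 and 0.036). At day 1 genes of the cerebellum had a median of -1.62 (camera, adjusted p = 1.2e-20, and p = 0.0058 with an estimated correlation, where the adjusted p was 0.20), and genes of oligodendrocytes and of their precursors had medians of 0.26 and 0.19 (camera, adjusted p = 1.8e-04 and 0.017, and p = 0.23 and 0.074 with an estimated correlation). Both oligodendrocyte calls ended without control day 1 replicates 1 and 3, the arrays with the most cerebellar transcripts, with medians of -0.010 and 0.019. They also ended without control day 1 replicate 3 alone (adjusted p = 0.84 and 0.12), and that of the precursors without rotenone day 1 replicate 4 (adjusted p = 0.057).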

Rotenone has limited bioavailability^65^. It is only incompletely absorbed in the stomach and intestine and is efficiently metabolized in the liver. Thus, high brain concentrations can only be achieved by parenteral administrations and presumably not by the oral route. The absence of extensive neurotoxicity after oral exposure is also consistent with the fact, that rats in the chronic two years study from Marking (1988)^66^ did not develop any behavioral disorders or neuropathological effects at doses 30 times greater than in the rotenone-based PD model with a systemic infusion performed by Betarbet and colleagues (2000)^14^. In addition, no adverse effects in the brain were reported in the NTP technical report (1988)^39^ after 13 weeks of oral rotenone administration up to 1200 ppm and after two years up to 75 ppm in male F344/N rats. Therefore the administration route reported for rotenone-based PD models is mainly parenteral^15^, whereas administrations via the oral route as used in our study usually do not induce clear neurotoxic effects.

### General considerations of toxicological compared to potential pharmacologic effects in cancer

In two-year rat NTP studies with up to 75 ppm rotenone survival was not affected, yet 14 day studies with higher doses indicated dose-dependent reduced body weight gain (50–600ppm) and body weight loss starting at 1200 ppm in 14-days studies. Our 14-day rat study with 400ppm suggested metabolic effects which may be related to positive effects in certain cancers (e.g. inhibition of fatty acid synthesis and cell cycle/proliferation), yet were accompanied by toxicological phenotypes including bone marrow atrophy and the overall hypocaloric status of the rats. However, although concentration ranges up to 75 ppm may be tolerated for a life time of the rat, it is unclear whether these doses are sufficient to induce anti-cancer responses. This is supported by observations of usually steep dose-response-curves of mitochondrial electron transport chain inhibitors^67^ (and unpublished observations), suggesting that lowering the dose to some extent may already reduce toxicity, but in parallel also decrease potential anti-cancer activity.

## Conclusions

In summary, the treatment of rats with rotenone administered through the diet induced an overall hypocaloric status, which was quite obvious in the liver, and characterized by e.g. glycogen depletion. Although this finding in general was already reported for rotenone in previous studies, our gene expression analysis, especially in the liver, adds new mechanistic details for the characterization of this status. In addition, our investigations provide new insights into the effect of rotenone on hematopoietic tissue and bone. Moreover, the lack of neurotoxicity despite the ability of rotenone to easily pass the blood-brain barrier indicates that the hematopoietic tissue and the bone are more sensitive to rotenone than the brain, in case of oral applications. In case complex I inhibitors were administered by routes allowing efficient brain exposure, the brain may be a preferential target, and absence of changes in the biomarkers suggested here would not exclude more sensitive effects in the brain. In these cases potential toxicity to dopaminergic neurons would need to be investigated in more details as described for Parkinson’s disease models^68^,^69^. Although previously reported investigations suggest possible anti-carcinogenic effects of rotenone, the toxic effects described by others and in this study, including bone marrow depletion and bone atrophy, exclude its use as a safe anti-cancer compound. However, other complex I inhibitors such as metformin, a drug developed originally as an antidiabetic, have been suggested to exert anti-tumor activity on tumors relying on oxidative metabolism^26^. The safety profile of such compounds must still be rigorously assessed. Our experimental model with multiple time points, including bone marrow parameters, blood analysis, glycogen assessment in liver, lactate assessment in serum, and in particular gene expression analysis in liver, in comparison to rotenone and potentially other reference compounds, should help to characterize this profile.

## Methods

### Animal studies

All animal experiments were performed according to the German guidelines for care and use of laboratory animals and were approved by the State Agency for Nature, Environment and Consumer Protection North Rhine-Westphalia in Germany (LANUV). Male RccHan Wistar rats aged 7–8 weeks were randomly assigned to the vehicle or treatment group (n = 5). All animals were housed under controlled standard conditions (12 h light and 12 h dark cycle, at 22 ± 2 °C) and received food and water *ad libitum*. 0 or 400 ppm rotenone (Sigma Aldrich, Steinheim, Germany) was administered through the diet for 1, 3 or 14 consecutive days, followed by necropsy. The diet was prepared by mixing 400 ppm of pure rotenone powder into the chow (V1534–0 ssniff R/M-H) using a mixing granulator (Loedige, Paderborn, Germany). Based on the food intake and body weight data, the rotenone intake was calculated as 52.5 mg/kg body weight per day (Pristima^®^). The individual animal body weights were determined daily and the food consumption was measured weekly. Clinical examinations of all animals were performed once and inspections on mortality and morbidity twice daily. On the day of necropsy, animals were sacrificed by exsanguination under isoflurane anesthesia. Blood was collected for clinical chemistry and hematology and several organs were removed, weighed, aliquoted, fixed in formalin or flash frozen in liquid nitrogen and stored at −80 °C, described further below.

### Preparation of mitochondria

Mitochondria were isolated as described by Fernández-Vizarra and colleagues (2006)^70^ with slight modifications. Frozen liver (500 mg) was disrupted in homogenization medium (0.075 M sucrose; 0.225 M mannitol; 1 mM EGTA; 0.01% BSA; adjusted to pH 7.4) using a loosely-fitting potter homogenizer (Potter S, B. Braun Biotech International) at 1500 rpm with 20 strokes up and down. The homogenate was centrifuged at 1000 × g for 10 min at 4 °C. The supernatant was transferred into a fresh tube and centrifuged at 12000 × g for 6 min at 4 °C. The resulting pellet was washed in homogenization medium and re-centrifuged at 12000 × g for 6 min at 4 °C. This pellet containing the mitochondrial fraction was solubilized in MAITE buffer (25 mM sucrose; 75 mM sorbitol; 100 mM KCl; 0.05 mM EDTA; 5 mM MgCl_2_; 10 mM Tris-HCl; 10 mM H_3_PO_4_; adjusted to pH 7.4) and centrifuged once more at 12000 × g for 6 min at 4 °C. The final pellet was resuspended in 500 ml MAITE buffer. All steps above were performed on ice. Mitochondrial protein concentration was measured using the Pierce™ BCA Protein Assay Kit (Thermo Scientific, Rockford, USA) with bovine serum albumin as standard. The mitochondria were subsequently snap frozen in liquid nitrogen and stored at −80 °C until further use. All chemicals were purchased from Sigma Aldrich, Steinheim, Germany.

### Measurement of complex I activity

Complex I (NADH ubiquinone reductase) activity was measured according to Birch-Machin and colleagues (1989)^71^ by recording NADH oxidation by complex I using the coenzyme Q10 analogue decylubiquinone (dUb) as an electron acceptor. 300 μg of mitochondrial protein was mixed with 320 μl reaction-solution (20 mM KH_2_PO_4_ (pH 7.2), 5 mM MgCl_2_, 0.65 mg/ml KCN, 25 mg/ml defatted BSA, 0.5 mg/ml antimycin), 4.19 mg/ml dUb and either DMSO or 2.5 mM rotenone in a final volume of 950 μl. After incubation for 2 min the reaction was started by addition of 1.92 mg/ml NADH. Oxidation of NADH was determined by following the decrease in absorbance of NADH at 340 nm for 2 min with a spectrophotometer. Complex I activity was calculated using the difference between the measured rates in the absence (DMSO only) vs. presence of rotenone. All chemicals were purchased from Sigma Aldrich, Steinheim, Germany.

### Histopathological analysis

On the day of necropsy several organs and tissues (including liver, heart, kidneys, brain, spleen, femur and sternum with bone marrow) were fixed in 10% buffered formalin, embedded in paraffin (Paraplast^®^, Carl Roth GmbH & Co. Kg, Karlsruhe, Germany), sectioned (approximately 3 μm) and stained with hematoxylin and eosin (HE). The brain was sampled and processed according the STP Position Paper by Bolon *et al*.^64^ and the different brain regions were identified by using the brain atlas of Paxinos and Watson (1997)^72^. All sections were examined by light microscopy and histopathological findings were graded by a semi-quantitative severity scoring system (grade 1 - minimal; grade 2 - slight; grade 3 - moderate; grade 4 - marked; grade 5 - severe). Histopathological findings were entered online into the PathData^®^ software version 6.2c2 (Pathology Data Systems, Inc., Mt. Arlington, NJ, USA).

### FACS-analysis

Flow cytometric analysis (FACS) of rat bone marrow was performed as described by Saad *et al*.^73^ with slight modifications. Briefly, during necropsy the left femur was removed and trimmed, distal epiphyses were cut off, bone marrow tissue was flushed out with HBSS 1x +Ca/Mg (Hank´s Balanced Salt Solution; Thermo Fisher Scientific, Waltham, USA), suspended and filtered. The adjusted bone marrow cell suspension (1 × 10^6^ cells/tube) was washed with ice-cold phosphate buffered saline (PBS, Alfa Aesar, Ward Hill, USA) containing 0.5% bovine serum albumin (BSA, Sigma Aldrich, Steinheim, Germany)(PBS/BSA) and centrifuged at 1200 rpm for 10 min at 4 °C. Cells were first incubated for 20 min in the dark at 4 °C with 5 μl of fluorescein isothiocyanate (FITC)-conjugated mouse anti-rat CD45 (leucocyte common antigen) and 10 μl of phycoerythrin (PE)-conjugated mouse anti-rat CD71 (transferrin receptor antigen) monoclonal antibodies (Becton Dickinson, Franklin Lakes, USA) and subsequently washed with ice-cold PBS/BSA and centrifuged at 1200 rpm for 5 min at 4 °C. The resulting cell pellet was resuspended in 400 μl ice-cold PBS/BSA. 20 μl of LDS-751 staining solution (a cell-permeate nucleic acid stain; Life Technologies, Carlsbad, USA) was added and tubes were incubated for 30 min in the dark at 4 °C. Cells were subsequently washed with ice-cold PBS/BSA, centrifuged at 1200 rpm for 5 min at 4 °C and resuspended in 400 μl ice-cold PBS/BSA. FACS-analysis was performed with a FACSCanto II flow cytometer and FACSDiva Software (Becton Dickinson, Franklin Lakes, USA) with data collection from 10000 cells. The following bone marrow cell populations were determined: lymphoid, myeloid and nucleated erythroid cells. In addition to the workflow by Saad *et al*.^73^ another parameter was added to discriminate between reticulocytes (CD71-positive cells) and mature erythroid cells (CD71-negative cells).

### Glycogen determination in liver

Frozen liver (approximately 1 g) was used for enzymatic determination of the glycogen content using the amyloglucosidase-method described by Keppler and Decker (1974)^74^.

### Hematology and clinical chemistry analysis

On the day of necropsy blood samples were taken from the Vena jugularis of non-anesthetized animals for glucose and lactate determination. Blood samples for determination of all other parameters were collected during necropsy from the retro-bulbar venous plexus.

Determination of all major hematological parameters was conducted using the Hematology System ADVIA 2120i (Siemens Healthcare Diagnostics GmbH, Eschborn, Germany).

Serum clinical chemistry parameters including alanine aminotransferase (ALAT), aspartate aminotransferase (ASAT), alkaline phosphatase (APh), gamma-glutamyltransferase (gamma-GT), lactate dehydrogenase (LDH), creatine kinase NAC (CK), cholesterol (CHOL), triglycerides (TRIGL), creatinine (CREA), urea, total bilirubin (Bili-t), protein, albumin and glucose from deproteinized whole blood were measured with the ADVIA 2400 Analyzer (Siemens Healthcare Diagnostics GmbH, Eschborn, Germany). Serum glutamate dehydrogenase (GLDH) and lactate from deproteinized whole blood were measured with the Cobas c501 Analyzer (Roche Diagnostics GmbH, Heiligenhaus, Germany).

### RNA extraction

Total RNA was isolated from liver (70 mg) using the RNeasy Mini Kit; from heart (left ventricle apex, 30 mg), using the RNeasy Fibrous Tissue Mini Kit and from brain stem (70 mg) using the RNeasy Lipid Tissue Mini Kit, all according to the manufacturer’s instructions (Qiagen, Hilden, Germany). RNA quality was determined using the Bioanalyzer^®^ 2100 and RNA 6000 Nano Kits (Agilent, SantaClara, CA) and quantity was assessed using a Nanodrop^®^ 1000 Spectrophotometer.

### Gene expression profiling

Starting with 300 ng high quality total RNA from the liver, heart and brain stem of 4 replicate animals per treatment group, biotin labelled cDNA fragments for hybridization on the GeneChip^®^ Rat Transcriptome Array (RTA) 1.0. (Affymetrix; Santa Clara, USA) were prepared according to the manufacturer’s instructions. Using the Affymetrix GeneChip Scanner 3000, fluorescent images of the GeneChips were generated. The resulting CEL files were pre-processed by applying the Guanine Cytosine Count Normalization (GCCN) correction and the Signal Space Transformation (SST) algorithm developed by Affymetrix. Subsequently the Robust Multi-array Average (RMA) condensing method was used to obtain a single expression value for each transcript. The RTA 1.0 array covers 194,000 transcripts. Significantly deregulated genes were identified with Genedata^®^ Analyst by using N-Way-ANOVA based on the factors treatment (liver: P < 0.000001; heart: P < 0.00001; brain stem: P < 0.001), time (liver: P < 0.0001; heart: P < 0.0001; brain stem: P < 0.001) and treatment + time (liver: P < 0.0001; heart: P < 0.001; brain stem: P < 0.001), and with a Kruskal-Wallis-test (P < 0.05 for all organs) between treated and control groups combined with a 1.8-fold deregulation cut-off.

The significance levels for N-Way-ANOVA were adjusted differently between organs to identify the most dominant changes in gene expression yet to obtain a reasonable number of genes for a detailed analysis. Ingenuity Pathway Analysis (IPA; Qiagen; Hilden, Germany) was used for further investigations.

### Statistics

Statistical calculations for data shown in bar diagrams and tables were performed using Graphpad Prism (Vers.6). Statistical significance for the factors time and treatment were determined using a Two-Way ANOVA with the Sidak multiple comparison test. For each time point the data are represented as mean + SD from five replicate animals per treatment group (control; rotenone). Statistics for microarray analysis were performed as described in the ‘*Gene expression profiling’* section.

## Additional Information

**How to cite this article:** Heinz, S. *et al*. Mechanistic Investigations of the Mitochondrial Complex I Inhibitor Rotenone in the Context of Pharmacological and Safety Evaluation. *Sci. Rep.* **7**, 45465; doi: 10.1038/srep45465 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Dataset 1

Supplementary Dataset 2

## Figures and Tables

**Figure 1:**
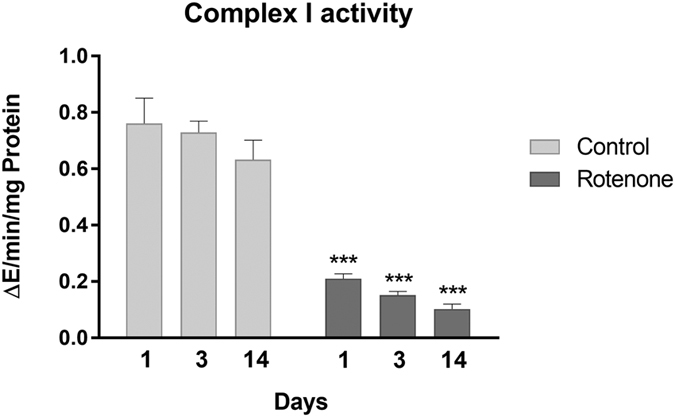
Complex I inhibition. Complex I activity in isolated mitochondria from the livers of control and rotenone treated animals (400 ppm) is shown as mean with SD (n = 5) after the three treatment durations. Statistical significance (Two-Way ANOVA with Sidak multiple comparison test) is indicated by ***P < 0.001 compared to time-matched control groups.

**Figure 2:**
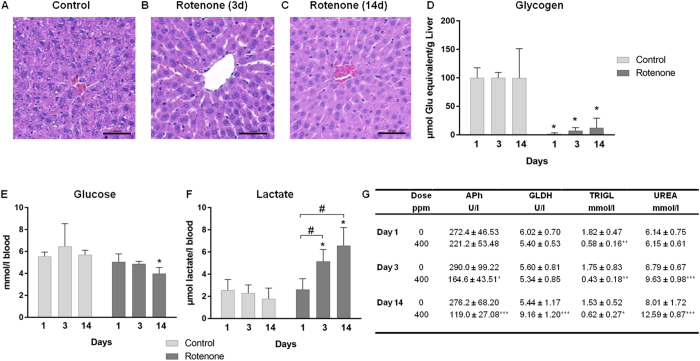
Changes in the liver after rotenone treatment. (**A**–**C**) Histopathological changes in the liver of rats treated with 400 ppm rotenone for 3 (**B**) and 14 days (**C**) compared to control (**A**). Shown are representative hematoxylin and eosin stained liver sections with a scale bar of 50 μm. (**D**) The enzymatically determined decrease of glycogen content in livers is shown as mean with SD (n = 5) at the three different time-points. (**E**) Decreased blood glucose, (**F**) time dependent increased blood lactate concentrations and (**G**) other significant blood parameters (alkaline phosphatase (APh), glutamate dehydrogenase (GLDH), triglyceride (TRIGL), urea (UREA)) are also presented as mean with SD (n = 5) at the three different time-points. Statistical analysis was performed with Two-Way ANOVA with Sidak multiple comparison test. Statistical significance is indicated by *P < 0.05, **P < 0.01, and ***P < 0.001 compared with time-matched control groups or by ^#^P < 0.05 for the factor “time” of one treatment group.

**Figure 3:**
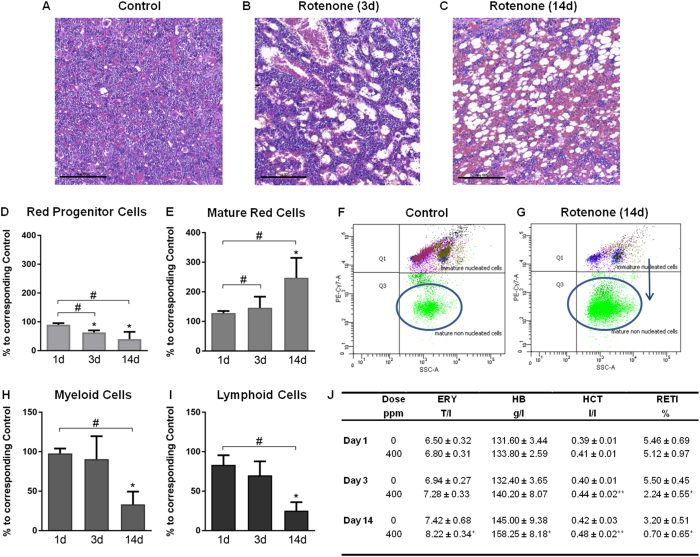
Rotenone effects on hematopoietic tissue. (**A**–**C**) Histopathological changes in the bone marrow of rats treated with 400 ppm rotenone for 3 (**B**) and 14 days (**C**) compared to control (**A**), indicating decreased bone marrow cellularity and an increase in adipocytes after 3 days of treatment (**B**), with increased severity after 14 days (**C**). Shown are representative hematoxylin and eosin stained bone marrow sections with a scale bar of 200 μm. (**D**–**G**) FACS results of femoral bone marrow, including (**D**) red progenitor cells, (**E**) mature red blood cells, (**H**) myeloid cells and (**I**) lymphoid cells are shown as percent change (mean with SD, n = 5) at the three different time-points relative to the corresponding time-matched control. (**F**,**G**) Representative FACS plots of immature nucleated cells and mature non nucleated cells (blue circle) of a control animal (**F**) and a rotenone treated animal after 14 days (**G**). The blue arrow indicates a shift towards more mature erythroid forms. (**J**) Significantly affected blood cell parameters are presented as mean with SD (n = 5) at the three different time-points. Statistical analysis was performed with Two-Way ANOVA with Sidak multiple comparison test.

**Figure 4:**
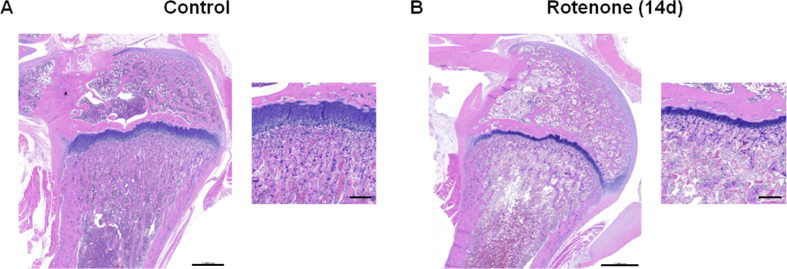
The effect of rotenone on bone. (**A**+**B**) Histopathological changes in the bone of rats administered with 400 ppm rotenone for 14 days (**B**) compared to control (**A**). Shown are representative hematoxylin and eosin stained bone sections of the femur with a higher magnification of the growth plates (scale bar of 1000 μm and 200 μm, respectively).

**Figure 5:**
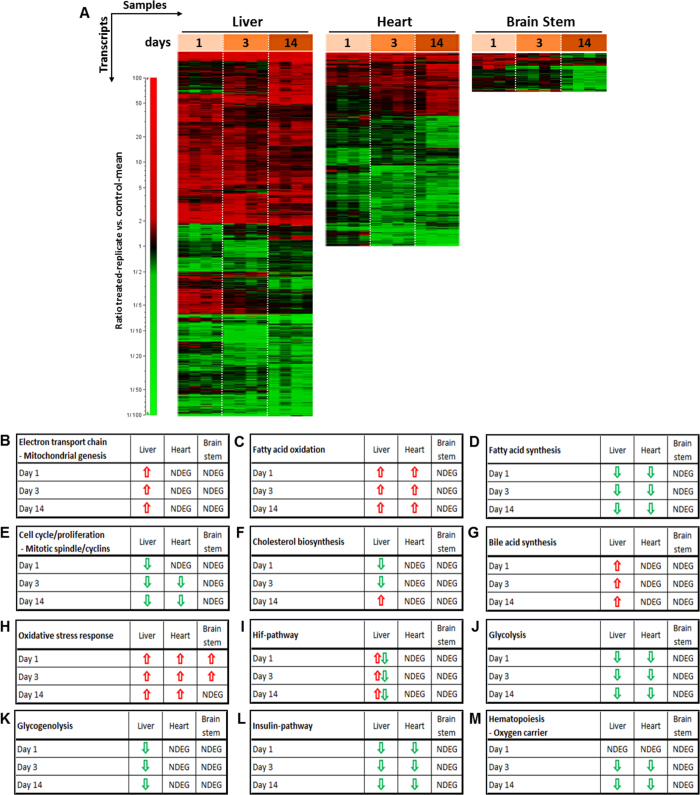
Gene expression analysis. (**A**) Heatmaps represent expression profiles of transcripts significantly affected by rotenone treatment in the liver, heart (left ventricle apex) and brain stem over time. Each column represents a dataset from one organ sample (n = 4), and each row represents a transcript. Changes in gene expression are demonstrated by the color bar to the left of the diagram. Red represents increased and green represents decreased expression levels, indicated as ratios relative to the mean of the time-matched control group. (**B**–**M**) Tables show different affected pathways. Arrows represent the direction of deregulation of genes associated with the respective pathway. NDEG (not found as deregulated by our selected cutoffs) indicates that genes belonging to this pathway were not significantly deregulated in the specific organ and time point indicated.

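For the other functions of Fig. 5B to M, gene lists written before the data were examined were tested in the brain stem. Camera placed 16 of the 17 lists it called at day 14 lower, those of cholesterol and fatty acid synthesis with the largest medians of these functions. As many lists were called in 8 of 35 splits of the arrays of that day, the real one included, so chance is not excluded for this number. The median intensities of the day 14 arrays had a middle value of 79.4 in treated rats and 72.7 in controls, so brightness and treatment go together in part. Some of these calls ended after quantile normalization or with dim transcripts left out. The calls for cholesterol and fatty acid synthesis held under 6 of 6 alternatives set before the data were examined. Of 20 genes of cholesterol biosynthesis, 0 passed limma over all clusters and 18 were lower when adjusted over the list alone. Their median log2 difference was -0.42 (camera, adjusted p = 1.2e-11, and p = 0.055 with an estimated correlation). Lss, which makes lanosterol, had the smallest p, with a difference of -0.93 (standard error 0.20, adjusted p = 0.099 from limma). Of 16 genes of fatty acid synthesis, 0 passed over all clusters and 11 were lower when adjusted over the list alone. Their median was -0.43 (camera, adjusted p = 3.7e-08, and p = 0.022 with an estimated correlation, a call lost there at an adjusted p of 0.19), and Scd and Fasn had differences of -0.79 and -0.69. At day 3 the medians of these lists were -0.15 and -0.12 (camera, adjusted p = 1.2e-05 and 9.2e-04, and p = 0.18 and 0.12 with an estimated correlation).

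In the Hif pathway, 1 of 27 genes was lower at day 14 over all clusters, P4ha1, and 3 were lower when adjusted over the list alone. Their median was -0.14 (camera, adjusted p = 3.5e-04, and p = 0.012 with an estimated correlation, a call lost there at an adjusted p of 0.19), and Vhl, which marks Hif1a for degradation, had a difference of -0.53 (standard error 0.098, adjusted p = 0.051 from limma). Of 23 genes of hematopoiesis and the oxygen carrier, 3 were lower at day 14 over all clusters, all of them globins, and 5 when adjusted over the list alone. The median was -0.18 (camera, adjusted p = 7.0e-04, and p = 0.13 with an estimated correlation). Alas2, the first enzyme of heme synthesis in red cells, had a difference of -2.00 (standard error 0.50, adjusted p = 0.20 from limma).

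Genes of fatty acid oxidation had a median of -0.11 at day 14 (camera, adjusted p = 8.8e-04, and p = 0.10 with an estimated correlation), with 0 lower over all clusters and 1 adjusted over the list alone. At day 1 it was 0.092 (camera, adjusted p = 0.0095, and p = 0.16 with an estimated correlation), a call that ended without the arrays with cerebellar transcripts (adjusted p = 0.18) or without control day 1 replicate 3 alone (adjusted p = 0.26). The medians of the genes of complex I and of complexes II to V were 0.061 and 0.043 at day 1, which camera did not call (adjusted p = 0.071 and 0.066). This outcome changed in 4 and 3 of 24 fits without 1 array, and it held under 4 and 3 of 6 alternatives set before the data were examined. After quantile normalization both lists were called higher at day 1 (0.11 and 0.084), and without the arrays with cerebellar transcripts lower (-0.051 and -0.038). These medians were -0.081 and -0.073 at day 14 (camera, adjusted p = 0.0082 and 0.0025, and p = 0.41 and 0.36 with an estimated correlation), and 0 of these genes passed over all clusters or adjusted over the list alone. Both calls ended after quantile normalization (adjusted p = 0.82 and 0.42) and with dim transcripts left out (adjusted p = 0.41 and 0.28), and that of complex I without control day 14 replicate 1 (adjusted p = 0.088). Genes of the cell cycle and mitotic spindle had medians of -0.073 at day 3 (camera, adjusted p = 1.2e-05, and p = 0.079 with an estimated correlation) and -0.040 at day 14 (adjusted p = 0.052). At day 14 the cell cycle was called lower in 10 of 24 fits without 1 array, and with quantile normalization (median -0.12, adjusted p = 4.4e-06), centred arrays (-0.13, adjusted p = 0.012) or the mean over the clusters of a gene (adjusted p = 0.034). For mitochondrial genesis, bile acid synthesis, glycolysis, glycogenolysis and the insulin pathway, the medians at day 14 were -0.041, 0.055, -0.027, -0.022 and -0.047, and camera called none of these 5 lists on any day with all arrays as deposited. Mitochondrial genesis was called lower at day 14 without control day 14 replicate 2 (adjusted p = 0.014) or rotenone day 14 replicate 1 (adjusted p = 0.023) and with centred arrays (adjusted p = 0.017), glycolysis with centred arrays (adjusted p = 0.041), and the insulin pathway without control day 14 replicate 1 (adjusted p = 0.048). In fits chosen after seeing the data, mitochondrial genesis was lower at day 14 with the covariates (adjusted p = 0.030), and glycolysis at day 1 without the arrays with cerebellar transcripts (adjusted p = 0.043).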

**Table 1:** Major histopathological findings.

Organ: finding	Treatment duration	Score	Control	Rotenone
Liver: cytoplasmic change/atrophy	1 day	incidence	0	5
		severity	—	3.2
	3 days	incidence	0	5
		severity	—	2.8
	2 weeks	incidence	0	5
		severity	—	3.6
Bone marrow femur: hyperemia/sinus dilation	1 day	incidence	0	2
		severity	—	0.8
	3 days	incidence	0	5
		severity	—	2.0
	2 weeks	incidence	0	5
		severity	—	3.2
Bone marrow femur: depletion/increased adipocytes	1 day	incidence	0	1
		severity	—	0.4
	3 days	incidence	0	2
		severity	—	0.6
	2 weeks	incidence	0	5
		severity	—	3.4
Bone marrow femur: atrophy	1 day	incidence	0	0
		severity	—	—
	3 days	incidence	0	0
		severity	—	—
	2 weeks	incidence	0	5
		severity	—	3.0
Spleen: reduced extramedullary hemopoiesis (erythropoiesis)	1 day	incidence	0	0
		severity	—	—
	3 days	incidence	0	5
		severity	—	3.0
	2 weeks	incidence	3	5
		severity	1.2	3.0
Bone, femur: atrophy/arrest growth plate	1 day	incidence	0	0
		severity	—	—
	3 days	incidence	0	4
		severity	—	1.6
	2 weeks	incidence	0	5
		severity	—	3.0

Incidence (number of animals; n = 5 per treatment group) of rotenone-caused histopathological changes in rats, after the three different treatment periods. The “severity” score indicates the mean severity from grading 1–5, representing minimal-slight-moderate-marked-massive, respectively.

# Supplementary material for: Mechanistic Investigations of the Mitochondrial Complex I Inhibitor Rotenone in the Context of Pharmacological and Safety Evaluation
**Source:** Sci Rep. 2017 Apr 4;7:45465. doi: 10.1038/srep45465
**Supplement:** Supplementary Dataset 1

SUPPLEMENTARY MATERIAL

Mechanistic Investigations of the Mitochondrial Complex I Inhibitor Rotenone in the Context of Pharmacological and Safety Evaluation

Sabrina Heinz, Alexius Freyberger, Bettina Lawrenz, Ludwig Schladt, Gabriele Schmuck and Heidrun Ellinger-Ziegelbauer

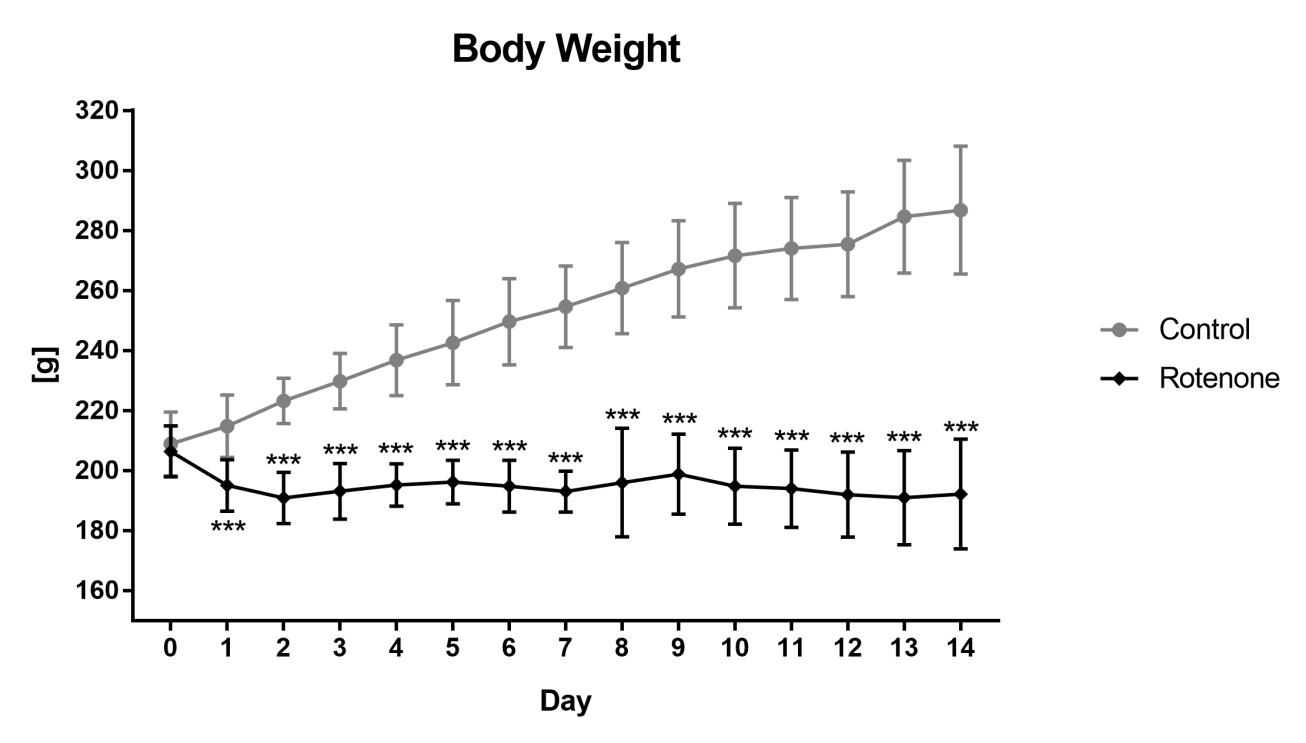

Fig. S1: Body weight after rotenone treatment. Development of body weights of control and rotenone treated animals (400 ppm) is shown as mean with SD (day 0 and 1: n=15; day 2 and 3: n=10; day 4-14: n=5). Statistical significance (Two-Way ANOVA with Sidak multiple comparison test) is indicated by ***P<.001 compared to time-matched control groups.

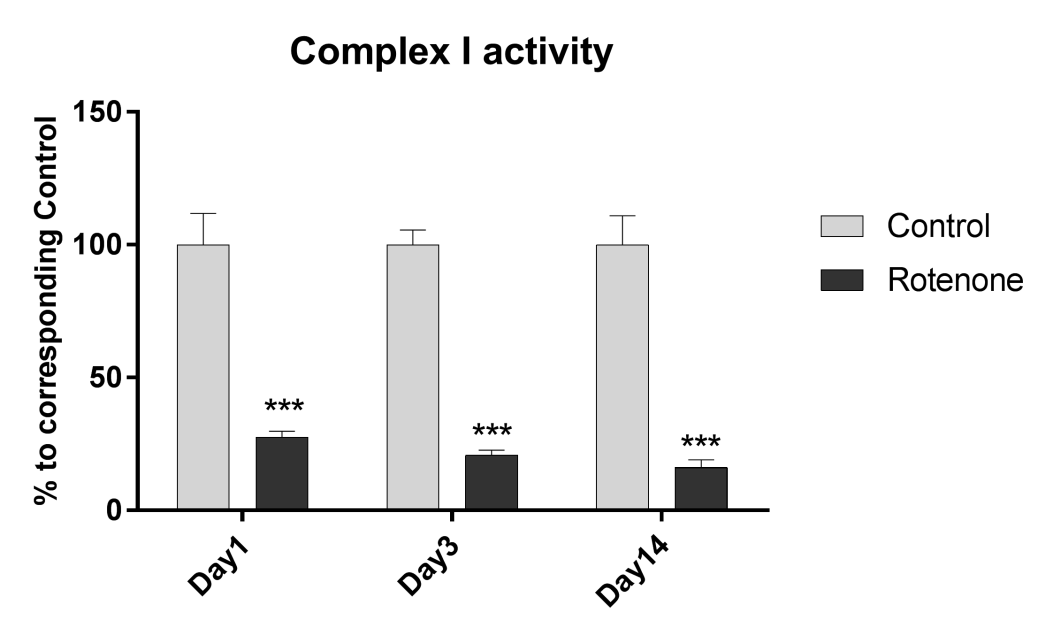

Fig. S2: Complex I inhibition. Complex I activity in isolated mitochondria from livers of control and rotenone treated animals (400 ppm) is shown in % to the corresponding control group with SD (n=5) after the three treatment durations. Statistical significance (Two-Way ANOVA with Sidak multiple comparison test) is indicated by ***P<.001 compared to time-matched control groups.

Table S1: Absolute and relative organ weights. Mean values with SD (n=5) of absolute and relative organ weights of control and rotenone treated animals after the three treatment durations. Body weight changes in treated animals are shown in % compared to time-matched control groups. Statistical significance (Two-Way ANOVA with Sidak multiple comparison test) is indicated by ***P<.001 compared to time-matched control groups.

Table S2: Overview of clinical chemistry parameters (Alanine Aminotransferase (ALAT); Aspartate Aminotransferase (ASAT); Alkaline Phosphatase (APh); Glutamate Dehydrogenase (GLDH); gamma-Glutamyl Transferase (gamma-GT); Lactate Dehydrogenase (LDH); Creatine Kinase (CK); Glucose; Cholesterol (CHOL); Triglycerides (TRIGL); Creatinine (CREA); Urea; Bilirubin (Bili-t); Lactate; Protein; Albumin). Mean values with SD (n=5) of clinical chemistry parameters of control and rotenone treated animals after the three treatment durations. Statistical significance (Two-Way ANOVA with Sidak multiple comparison test) is indicated by **P<.01 and ***P<.001 compared to time-matched control groups.

Table S2 continued

Table S3: Overview of hematology parameters (Erythrocytes (ERY); Hemoglobin (HB); Hematocrit (HCT); Mean Corpuscular Hemoglobin (MCH); Mean Corpuscular Hemoglobin Concentration (MCHC); Mean Cell Volume (MCV); Reticulocytes (RETI); Thrombocytes (THRO); Leucocytes (LEUCO); Lymphocytes (LYM); Neutrophils (NEUTRO); Basophils; Eosinophils (EOS); Monocytes (MONO); Atypical). Mean values with SD (n=5) of hematology parameters of control and rotenone treated animals after the three treatment durations. Statistical significance (Two-Way ANOVA with Sidak multiple comparison test) is indicated by *P<.05 and **P<.01 compared to time-matched control groups.

Table S3 continued

How the deposited data were processed for this re-analysis (not part of the article)

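The brain stem arrays were analysed, with 24 rats in 6 groups of 4, fed the control diet or 400 ppm rotenone for 1, 3 or 14 days. The arrays of liver and heart were not analysed here. The arrays are Affymetrix RTA 1.0 arrays, hybridized with the RNA of 1 rat each. The authors pre-processed the signals with GCCN and SST and condensed them with RMA to 1 value for each transcript cluster, and these values are intensities on a linear scale. The table has 70580 entries, of which 1738 are control probe sets and were left out, and log2 was taken of the remaining 68842 without a further normalization. The medians of the arrays lay between 70.7 and 82.6, and their number limits the precision.

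Gene symbols were taken from the annotation of the array, and 1 symbol was updated through its gene identifier in a table of the GRCr8 assembly, which was used for names only. Of the clusters, 23446 had 1 symbol, 505 had several and 44891 had none, and 1450 had values identical to those of another cluster. A gene with several clusters was represented by the one with the highest mean, which gave 22093 genes. Some genes are not reported here.

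The values were fitted with limma 3.58.1 in R 4.3.3, with a mean for each of the 6 groups, 18 residual degrees of freedom and 3.64 prior degrees of freedom. Contrasts were rotenone minus control at each day, their average, and the interaction of treatment and time. P-values were adjusted by the method of Benjamini and Hochberg over the 68842 clusters, and 0.05 was the threshold. The criteria of the study were applied to the same values, with an ANOVA P under 0.001 for treatment or the interaction. On at least 1 day a cluster also needed a Kruskal-Wallis P under 0.05 and a mean ratio of at least 1.8 in either direction. For this ratio, each treated intensity was divided by the geometric median of the day's control intensities, and the quotients were averaged. Before the data were examined, 34 gene lists were written. They were tested with camera at a correlation of 0.01 and at an estimated correlation, and with fry, with 1 cluster for each gene. Differences of single genes between 4 and 4 rats were also tested by an exact permutation test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with numpy 2.4.6.

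The genes named in the text were chosen by a rule written before the data were examined, apart from 7. Abhd1, Lgi4, Slc15a4 and Tnr, which passed limma at day 14, and Myh15, which passed the criteria of the study, were named after their values were seen, and Cirbp and Rbm3 were named for a test of body temperature. For each contrast these are the 12 higher and the 12 lower genes with the largest differences among those past the test and moved in the same direction in 4 of 4 treated rats, or in at least 10 of 12 for the average. Where fewer than 5 genes passed, the 10 genes with the smallest p are added as not past the test. The genes the paper names, the genes of its oxidative stress categories in the liver table, whose ratios had been seen, and up to 4 genes of each list are added, with at most 2 clusters without a symbol in each direction.

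On simulated data with changes added to arrays of day 14, limma called 31.3% of the changes of 0.5 on the log2 scale, 79.1% of those of 1 and 100% of those of 2, with 8 false calls among 68842 clusters. The criteria of the study called 0% of the changes of 0.5, 73.1% of those of 1 and 98.5% of those of 2, with 10 false calls. The noise was drawn independently for each cluster, and changes were placed only in clusters at or above the median level. Correlation between clusters and differences in brightness or tissue between arrays were not simulated, so these rates may not hold for the real arrays. Alternatives set before the data were examined were quantile normalization, centring of the arrays on their median, moderation with a trend and robust priors, clusters above the median transcript only, clusters with 1 symbol only, array weights, a block for the replicate number, a fit without moderation, other thresholds, only the 8 arrays of a day, other ways to combine the criteria of the study, the mean over the clusters of a gene, and each array left out in turn. Alternatives added after seeing the data were the omission of control day 1 replicates 1 and 3, the means of the cerebellum and choroid plexus genes as covariates, and 1 cluster of each set of identical ones.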

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

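Tests chosen only after the result was seen were the 2 tests of the cerebellum genes, the fit with the covariates, and the tests of other red cell genes and of white blood cell and platelet genes, including their rule that at least 5 genes lie more than 1 log2 unit above the median transcript. Without that rule, the red cell genes would have spoken for shared globin probes and the white blood cell and platelet genes against less blood left in the tissue.

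Genes of the cerebellum were lower at day 1, with a median log2 difference of -1.62. Control day 1 replicates 1 and 3 had list means of 11.97 and 11.39, and the other 22 arrays lay between 8.22 and 9.10. The treated rats of day 1 differed from the 8 controls of days 3 and 14 by -0.062 in the list mean (standard error 0.14), which argues against an effect of rotenone on these genes as the whole cause. In both arrays 87.5% of the 16 genes lay above the highest of the other 22, which is consistent with cerebellar tissue in them, and Gabra6, a gene of cerebellar granule cells, reached 15.6 and 14.9. What placed it there was not tested.

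The globin transcripts were lower at day 14, with a median log2 difference of -4.67 over 5 genes past the test. With the means of the cerebellum and choroid plexus genes as covariates it was -5.58, which argues against tissue of these 2 regions as the cause. Tissue of further regions is not covered by these covariates. The median of 8 other red cell genes was -0.22, but only 2 of them lay more than 1 above the median transcript. These were Alas2 with -2.00, which goes against shared globin probes as the whole cause, and Bpgm with -0.29. Genes of both globin families fell, such as Hba-a1 with -4.67 and Hbb-b1 with -5.02. With so few red cell genes, probes shared between the paralogs of a family cannot be told apart from a change of several of its genes. White blood cell and platelet genes above the median transcript had a median difference of 0.049, yet only 2 of these 10 genes lay more than 1 above it, so that less blood left in the tissue cannot be told apart either. An effect of rotenone on the red cells, which the design allows, stays open and was not tested here. The paper reports bone marrow depletion, fewer reticulocytes at an earlier day, and more erythrocytes and hemoglobin in blood at day 14. It also reports lower hemoglobin genes in liver and heart, and proposes that blood circulating through these organs likely accounts for them. These findings go with such an effect, but they come from blood, marrow and other organs and do not decide it for the brain stem.

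Genes of the cytosolic heat shock response were lower at day 14, with a median log2 difference of -0.25 over 16 genes, 1 lower over all clusters and 7 adjusted over the list alone (camera, adjusted p = 2.9e-08, and p = 0.023 with an estimated correlation, a call lost there at an adjusted p of 0.19). With both covariates the median was -0.31, which argues against tissue of the cerebellum or the choroid plexus as the cause. Tissue of further regions is not covered by these covariates. The cold-induced genes Cirbp and Rbm3 had a mean difference of 0.51 at day 14 (standard error 0.11), of 0.29 at day 3 and of -0.098 at day 1. At day 14 each was higher in 4 of 4 treated rats than in any control (two-sided exact permutation test, p = 0.029). A lower body temperature may therefore accompany the change, as a hypothesis, since body temperature was not analysed here, and Cirbp and Rbm3 did not pass over all clusters (adjusted p = 0.13 and 0.10). The controls changed over the days, with Rbm3 means of 9.57, 9.08 and 8.98 at days 1, 3 and 14, against 9.63 in the treated rats of day 14. The heat shock list mean was 11.8 to 12.2 in controls of day 1, 12.3 to 12.6 in those of day 14 and 12.0 to 12.2 in treated rats of day 14. The differences at day 14 thus depend in part on the controls of that day.

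For the count at day 14, 3 of 35 splits of the 8 arrays gave as many clusters as the real 26, with 1261 in the highest other split, so chance is not excluded. That split exchanges control replicate 2 with rotenone replicate 1, and a count so far above the real one points to a structure of the samples, which the other observations below take up. At day 1, day 3 and for the interaction the real count was 0, which any split reaches (35 of 35, 35 of 35 and 100 of 100, with a highest other of 0, 1 and 0), so the splits say nothing about these counts. The average over days gave 2 clusters, a count reached in 1 of 100 splits with a highest other of 1, so chance is excluded for this count only as it stands, by a margin of 1 cluster and among 10 such comparisons. The count changed in 20 of 24 fits without 1 array, and a count of 1, which some of them gave, is one that another split reaches. By the criteria of the study, 6 of 100 splits gave as many as 17, with a highest other of 32, so chance is not excluded. Among the gene lists at day 3, 11 were called and 10 in the highest other split (1 of 35 splits as large, the smallest share these splits can give). Chance is excluded there only for that count taken alone, by a margin of 1 list and among 10 such comparisons. It is not excluded at day 1, with 10 called and 19 in the highest other (24 of 35), at day 14, with 17 and 20 (8 of 35), or on average, with 9 and 22 (52 of 100).

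Samples far from the other 3 of their group were found in 5 of 62 groups tested, and chance gives about 1 in 20. They were rotenone day 14 replicate 1 for Fkbp4 (11.78) and Bmal1 (9.22), control day 14 replicate 3 for Slc15a4 (9.81), and control day 3 replicate 3 (8.16) and rotenone day 3 replicate 2 (7.51) for the mean of the choroid plexus genes.

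The paper's text does not discuss the following genes in the brain stem, which passed limma. At day 14 the log2 differences were -5.02 for Hbb-b1, -4.96 for Hbbl1, -4.67 for Hba-a1, -4.50 for Hbb-bs, -4.23 for Hba-a3, -1.44 for Capn6, -1.19 for Gpr17, -0.90 for Sema4d and -0.87 for P4ha1. They were -0.70 for Mpzl1, -0.69 for Bmal1, -0.66 for Abhd15, -0.59 for Abhd1, -0.56 for Lgi4, -0.56 for Slc15a4, -0.52 for Tnr, -0.46 for Fkbp4 and 0.90 for Znf750. On average over days the difference of P4ha1 was -0.56. Clusters without a symbol had differences at day 14 of 0.77 (TC0700002709.rn.1), 0.65 (TC0600000030.rn.1), -4.81 (TC0100002240.rn.1) and -1.33 (TC1500002172.rn.1), and on average of 0.51 (TC1600000617.rn.1).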

How the results depend on the processing

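The tests without control day 1 replicates 1 and 3, with the covariates, and with 1 cluster of each identical set were chosen after seeing the data. The count of transcripts changed at day 14 (26) moved to 45 with a trend and robust priors, 84 with dim transcripts left out, 107 with clusters of 1 symbol (both test fewer clusters), 98 with array weights, 67 without moderation, 15 with a ratio of at least 1.8 added, 0 with only the 8 arrays of the day (fewer samples), and 71 without control day 1 replicates 1 and 3. It lay between 25 and 35 under the other alternatives apart from the block. Leaving out 1 array gave 0 to 154: 0 without control day 14 replicate 3 or rotenone day 14 replicate 3, 6 without control day 14 replicate 4, 7 without rotenone day 14 replicate 4, 9 without control day 14 replicate 1, 10 without rotenone day 14 replicate 2, 16 without rotenone day 1 replicate 1, 17 without control day 1 replicate 4, 50 without rotenone day 14 replicate 1, 66 without control day 1 replicate 3 and 154 without control day 14 replicate 2. The cause was not tested.

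The count at day 1 (0) was 71 without control day 1 replicate 4 and 0 without any other array, and 40 at an unadjusted p under 0.001 with a ratio of at least 1.8. At day 3 the count (0) was 1 with array weights, 6 by that unadjusted rule and 0 without any 1 array. On average over days the count (2) was 1 with centred arrays, 4 with dim transcripts left out, 16 with clusters of 1 symbol, 9 with array weights, 5 without moderation, 7 without control day 1 replicates 1 and 3, 0 with the covariates, 0 with a ratio of at least 1.8 added and 7 by the unadjusted rule. Leaving out 1 array gave 1 to 9: 9 without control day 1 replicate 3, 7 without rotenone day 14 replicate 1, 4 without control day 14 replicate 3, and 1 or 2 otherwise. P4ha1 passed on average in every one of these 24 fits, and its adjusted p was 0.15 with the covariates. The interaction (0) gave 1 with a trend and robust priors, 1 with dim transcripts left out, 3 with array weights and 25 by the unadjusted rule. It gave 0 to 5 without 1 array: 1 without control day 1 replicate 2, 3 without control day 14 replicate 2 and 5 without rotenone day 14 replicate 1. The cause was not tested.

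By the criteria of the study the count (17) was 4 with treatment alone, 1 with all factors required, 6 with the rank test over all days, 11 with dim transcripts left out and 9 with clusters of 1 symbol. It was 9 to 34 without 1 array: 34 without control day 1 replicate 4 or control day 14 replicate 2, 28 without rotenone day 14 replicate 1, 11 without control day 3 replicate 3 and 9 without rotenone day 14 replicate 3. Of the 19 results for named genes past the test, 11 passed with the covariates, 15 to 19 under the other alternatives apart from the block, and 1 to 19 without 1 array: 1 without control day 14 replicate 3 or rotenone day 14 replicate 3, 5 without control day 14 replicate 4 or rotenone day 14 replicate 4, 6 without rotenone day 14 replicate 2, 7 without control day 14 replicate 1, 11 without rotenone day 1 replicate 1 and 12 without control day 1 replicate 4. Among the fits without 1 array, Capn6, Gpr17 and Slc15a4 at day 14 did not pass in 2 of 24, P4ha1 in 3, Hbb-b1, Hbbl1 and Hba-a1 in 5, Hbb-bs, Bmal1 and Lgi4 in 6, Abhd15 in 7, Mpzl1 in 8, Znf750 and Abhd1 in 10, Tnr in 12, Sema4d in 17, and Hba-a3 and Fkbp4 in 18. The 47 list calls numbered 43 to 54 without 1 array and 42 to 66 under the alternatives. The circadian clock list at day 1 reversed, from -0.055 to 0.11 without control day 1 replicates 1 and 3 and 0.076 with the covariates. The cause was not tested.

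With the replicate number as a block, the counts were 14 at day 14, 1 on average, 11 by the criteria of the study and 10 for the named genes. Rats of the same number were not alike, since the correlations of the 12 pairs lay between -0.177 and 0.119, 1 was over 0.1 and 0 were highest with their own number, so they were not analysed as pairs. The signal over background limits the dim clusters, and the number of arrays limits all of them.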

Differences from the paper's values

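No test here was chosen after the result was seen, apart from the fits named as such. The paper's count of deregulated genes in brain stem is 52, and 17 transcript clusters passed the paper's criteria as applied here. The paper counts genes, and the criteria do not state how the ANOVA factors were combined. None of the alternatives set before the data were examined came within 1.5 times of the paper's count, from 1 with all factors required to 20 with the ratio of log2 means or with the ratio to the mean of controls, and to 34 without control day 1 replicate 4 or control day 14 replicate 2. The remaining ones were treatment alone (4), any factor (19), an exact rank test (16), a rank test over all days (6), quantile normalization (17), centred arrays (19), dim transcripts left out (11), clusters with 1 symbol (9) and a block (11). The fits chosen after seeing the values gave 12 without control day 1 replicates 1 and 3, 24 with the covariates and 17 with 1 cluster of each identical set, and did not reach it either.

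The paper's text describes genes with increased expression in brain stem. By the same criteria, 8 clusters were higher on at least 1 day and 10 were lower, and at day 14 3 were higher and 9 were lower. Fig. 5M shows no deregulated genes of hematopoiesis and hemoglobin in brain stem, whereas Hbb-b1, with 2 clusters, and Hbbl1 passed the criteria at day 14, with mean ratios of 0.0498 and 0.0887 for the clusters of Hbb-b1 and 0.0589 for Hbbl1. Fig. 5H shows genes of the oxidative stress response as higher in brain stem at day 1 and day 3. By the criteria, Txnip was higher at day 3 with a ratio of 1.83, and at day 1 it had a ratio of 1.18 and 0 genes of that list passed. Mt1, Mt1m and Mt2A of that list did not pass either, but they were higher at day 1, as the figure shows, with log2 differences of 2.05, 1.02 and 0.87. Their groups did not overlap at day 1 (two-sided exact permutation test, p = 0.029 for each), although the controls of day 1 lay below those of days 3 and 14.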

Other observations

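The gene lists and the genes below were set before the data were examined. The tests of the split of the arrays in the last paragraph, and the fits without control day 1 replicates 1 and 3 and with the covariates, were chosen only after the result was seen. Genes the paper names for the liver had these log2 differences in brain stem at day 14, of which 0 passed limma: 0.42 for Fgf21 (adjusted p = 0.28), -0.33 for Hyou1 (adjusted p = 0.26), -0.20 for Srebf2 (adjusted p = 0.34), -0.18 for Igf1, -0.17 for Lox, -0.12 for Sat2, 0.065 for Gaa, -0.070 for Hif1a and 0.034 for Igfbp2. The differences of Loxl2, Ppara, Pparg, Srebf1, Tnfsf11 and Upp2 at day 14 were 0.054, -0.027, 0.054, 0.044, 0.15 and 0.036.

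Camera also placed other gene lists lower at day 14. The integrated stress and unfolded protein response had a median of -0.13, with 1 gene higher and 6 lower adjusted over the list alone and 0 over all clusters (camera, adjusted p = 0.0011, and p = 0.11 with an estimated correlation). The interferon response had a median of -0.20 with 1 gene lower adjusted over the list alone (camera, adjusted p = 0.0020, and p = 0.18 with an estimated correlation). The circadian clock was not called at day 14 with all arrays as deposited (median 0.084, camera, adjusted p = 0.28). Of its 21 genes, 1 was lower over all clusters, Bmal1, and 2 were higher and 2 lower adjusted over the list alone, with Npas2 at -0.45 and with Nr1d2 and Dbp at 0.47 each. By fry, 5 lists were called at day 14, which were fatty acid synthesis (adjusted p = 0.0088), cholesterol biosynthesis (0.046), the Hif pathway (0.0034), oligodendrocyte precursors (0.0034) and the heat shock response (0.0088), and 0 were called in the other comparisons.

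At day 1 the glucocorticoid response had a median of 0.18, with 0 genes past limma over all clusters and 4 higher adjusted over the list alone, Mt1, Mt2A, Zbtb16 and Plin4 (camera, adjusted p = 0.0095, and p = 0.27 with an estimated correlation). The call ended without control day 1 replicate 4 (median 0.097, adjusted p = 0.44), rotenone day 1 replicate 2 (adjusted p = 0.15) or rotenone day 1 replicate 4 (adjusted p = 0.057). The immediate early response and the circadian clock had medians of -0.068 and -0.055 (camera, adjusted p = 0.0095 and 0.015, and p = 0.074 and 0.23 with an estimated correlation). Both calls ended without control day 1 replicate 1 (adjusted p = 0.063 and 0.097) or replicate 3 (adjusted p = 0.085 and 0.68). The circadian clock reversed, to 0.11 without both of these arrays and to 0.076 with the covariates. At day 3 camera also placed lower the heat shock response (median -0.12, adjusted p = 8.8e-06, and p = 0.047 with an estimated correlation, where the adjusted p was 0.84), the unfolded protein response (-0.077, 0.0038, and p = 0.13 with an estimated correlation), the choroid plexus (-0.18, 0.032, and p = 0.32 with an estimated correlation), the glucocorticoid response (-0.081, 0.048, and p = 0.38 with an estimated correlation), hematopoiesis (-0.057, 0.041, and p = 0.31 with an estimated correlation) and the Hif pathway (-0.024, 0.041, and p = 0.094 with an estimated correlation). Genes of the meninges and extracellular matrix were placed higher (median 0.21, adjusted p = 9.2e-04, and p = 0.29 with an estimated correlation), but not without control day 3 replicate 3 (adjusted p = 0.18) or rotenone day 3 replicate 2 (adjusted p = 0.11). The calls at day 3 for the choroid plexus, the glucocorticoid response, hematopoiesis and the Hif pathway ended under at least 1 of the alternatives set before the data were examined, and that for the unfolded protein response without rotenone day 3 replicate 3 (adjusted p = 0.13).

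On average over the days camera called 9 lists, all of them lower. The medians were -0.62 for the cerebellum (p = 0.083 with an estimated correlation), -0.15 for cholesterol biosynthesis (p = 0.11), -0.14 for fatty acid synthesis (p = 0.099), -0.12 for the heat shock response (p = 0.038), -0.12 for monoaminergic neurons (p = 0.079), -0.063 for the Hif pathway (p = 0.025), -0.063 for hematopoiesis (p = 0.31), -0.050 for the unfolded protein response (p = 0.10) and -0.020 for the cell cycle (p = 0.29), each p with an estimated correlation and unadjusted, with 0 of them under 0.05 once adjusted. Leaving out 1 array ended the average call for hematopoiesis in 11 of 24 fits, for monoaminergic neurons in 8 and for the cell cycle in 5. With all arrays as deposited, camera called no comparison for tubulins and microtubules, synapse and neurotransmission, or pituitary and hypothalamus. Their medians at day 14 were -0.047, 0.0048 and -0.0028. Among the fits without 1 array and the alternatives set beforehand, tubulins reached an adjusted p of 0.012 at day 14 and 0.023 on average (camera). The pituitary list reached 0.024 at day 3 and 0.045 on average. The median of tubulins at day 1 was -0.0071, and -0.12 without control day 1 replicates 1 and 3, where camera called it lower (adjusted p = 5.3e-08).

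The split of the day 14 arrays with 1261 clusters sets control replicate 2 with rotenone replicates 2, 3 and 4. These 4 arrays had median intensities of 78.7 to 82.6, and the other 4 of 70.7 to 73.8. After quantile normalization the split gave 1 cluster, 0.079% of its count, and the labelled groups gave 25, which is consistent with arrays of different brightness as the source of the split. What made them differ in brightness was not tested, and 3 of the 4 treated rats lie on the bright side. Exchanged labels of control replicate 2 and rotenone replicate 1 cannot be told apart from this with certainty. Of 74 transcripts past the test at day 14 without these 2 arrays after quantile normalization, 24.3% placed both nearer the other group and 37.8% nearer their own. In 4 of 15 other pairs with at least 10 such transcripts, 25% to 46.7% placed both nearer their own group, so a share of 24.3% is too close to these to decide. A first bound of 50% would have spoken against an exchange, and it was replaced once such pairs were seen. The test was first run on the deposited values, where the brightness of the arrays decides where these 2 fall, so that run is not used here. Against an exchange go the counts after quantile normalization, and Hbb-b1 (13.87 in that control and 11.41 in that treated rat), Gpr17 (10.02 and 9.47), Alas2 (8.27 and 7.04), Txnip (10.83 and 11.55) and Cirbp (9.33 and 9.54) run the way the labels say, but these genes were named because they differ between the labelled groups.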
